# BubR1 Insufficiency Drives Transcriptomic Alterations and Pathology Associated With Cardiac Aging and Heart Failure

**DOI:** 10.1111/acel.70160

**Published:** 2025-07-03

**Authors:** Renju Pun, Aliya L. Haas, Aradhana Thapa, Sylar R. Takafuji, Rexton M. Suzuki, Gabrielle F. Kay, Li Zheng, Michelle Waknitz, Michael H. Kim, Darren J. Baker, Jan M. van Deursen, Paul L. Sorgen, Rebekah L. Gundry, Brian J. North

**Keywords:** aging, BubR1, cardiomyopathy, heart failure, hypertrophy

## Abstract

Aging is a prominent risk factor for heart disease, driving pathological cardiac changes such as hypertrophy, fibrosis, and cellular senescence. While BubR1 has been linked to systemic aging in mammalian models, its specific role in regulating cardiac aging remains unclear. Here, we investigated how BubR1 regulates heart aging and its potential contribution to the pathogenesis of cardiac disease, including heart failure. BubR1 insufficiency in mice resulted in marked cardiac hypertrophy, increased fibrosis, and elevated markers of cellular senescence. Transcriptomic profiling revealed widespread disruption in key pathways involved in cardiac function, including ion channel regulation, cytoskeletal organization, and contractile fiber dynamics. Comparative analysis with aged hearts demonstrated shared dysregulated gene networks, linking BubR1 deficiency to age‐related cardiac dysfunction. Additionally, BubR1 hypomorphic hearts mirrored transcriptomic changes observed in end‐stage heart failure patients, and BubR1 protein levels were found to decline with age in the heart and were also significantly reduced in rodent models of heart failure and in heart failure patients. BubR1 reduction in cardiomyocytes in vitro led to an increased expression of markers of heart failure, hypertrophy, and cytoskeletal remodeling, underscoring an essential and direct role of BubR1 in maintaining cardiomyocyte health. Overall, our data suggest that BubR1 deficiency is a feature of cardiac aging and disease in humans, and that sustaining BubR1 expression may offer a potential therapeutic strategy to mitigate age‐associated cardiac decline and improve heart health in the elderly.

## 1 Introduction

Cardiovascular diseases (CVDs), including heart failure, remain the leading cause of mortality globally, accounting for an estimated 17.9 million deaths annually (Luo et al. 2024). The socioeconomic burden of CVDs is projected to increase significantly, with costs anticipated to rise from $393 billion in 2020 to $1.49 trillion by 2050 (Kazi et al. 2024). Aging is a well‐established risk factor for CVDs (North and Sinclair 2012). According to the American Heart Association, the prevalence of CVDs in the US is approximately 40% among individuals aged 40–59 years, escalating to 86% in those over 80 (Rodgers et al. 2019). This marked increase in CVD incidence in the elderly underscores the profound impact of age‐associated pathophysiological changes in the heart, such as hypertrophy, fibrosis, cellular senescence, and dilation, which collectively contribute to functional deterioration and heart failure (Dai et al. 2012). As such, identifying the molecular drivers underlying these age‐related changes is essential for devising therapeutic strategies aimed at preserving cardiac health.

BubR1 (budding uninhibited by benzimidazole‐related 1), encoded by the *BUB1B* gene, is a crucial component of the spindle assembly checkpoint (SAC) complex, which ensures proper chromatid segregation during mitosis (Banerjee et al. 2022). Mutations in BubR1 have been associated with mosaic variegated aneuploidy syndrome, cancer, and premature chromatid separation (Pun et al. 2024). In addition to its canonical role in mitosis, BubR1 has been implicated in non‐mitotic functions, such as regulating ciliogenesis by controlling primary cilium formation (Miyamoto et al. 2011). BubR1 insufficiency has been linked to accelerated aging phenotypes, as demonstrated in BubR1 hypomorphic mice, which express approximately 10% of wild‐type BubR1 levels (Baker et al. 2004). These mice exhibit a spectrum of aging‐related phenotypes, including reduced lifespan, cachectic dwarfism, cataracts, lordokyphosis, impaired wound healing, and a heightened susceptibility to sudden cardiac death (Baker et al. 2013; Baker et al. 2004; North et al. 2014). Cardiac complications in these mice are evident from abnormal electrocardiographic (ECG) profiles, including prolonged QT interval, shorter PR duration, prolonged QRS, increased R‐ and P‐wave amplitude, and J‐point depression (North et al. 2014). Echocardiographic analysis has demonstrated that BubR1 hypomorphic mice have significantly reduced left ventricular internal dimension (LVID). Moreover, BubR1 hypomorphic mice exhibit reduced cardiac stress resilience, succumbing three times faster than wild‐type controls to isoproterenol‐induced death, suggesting that BubR1 insufficiency directly impacts cardiac function (Baker et al. 2013). Collectively, these studies highlight a critical role for BubR1 in cardiac homeostasis and health. However the molecular basis for BubR1 in this capacity remains unknown.

Despite compelling evidence linking BubR1 deficiency to aging, its specific role in cardiac aging remains largely unexplored. Previous studies have shown that BubR1 levels decline with age in several tissues, including the brain and reproductive organs (Baker et al. 2004; Yang et al. 2017). However, whether BubR1 levels similarly decrease in the heart with age, and the consequences of its reduction on cardiac structure and function, remain unclear. In this study, we investigated the cellular and molecular cardiac phenotypes associated with BubR1 insufficiency in mice. We observed cardiac hypertrophy, increased fibrosis, and elevated markers of senescence in BubR1 hypomorphic hearts. Transcriptomic analysis revealed disrupted pathways critical for cardiac function, including ion channel activity and contractile fiber organization. Comparisons with aging hearts identified shared gene networks, linking BubR1 deficiency to cardiac aging. Additionally, BubR1 insufficiency mirrored transcriptomic changes observed in human heart failure. Notably, we show that cardiac BubR1 levels naturally decline with age and is further reduced in both mouse models of heart failure and human heart failure patients. These findings were further corroborated using in vitro models of BubR1 depletion in cardiomyocytes where BubR1 insufficiency led to an increased expression of markers of heart failure, hypertrophy, and cytoskeletal remodeling. Taken together, this study suggests that the age‐dependent decline of BubR1 in the heart is a driver of cardiac aging and disease, highlighting the therapeutic potential of targeting BubR1 loss to preserve heart health.

## 2 Results

### 2.1 Cardiac Function‐Related Genes Are Deregulated in BubR1 Hypomorphic Hearts

BubR1 hypomorphic mice exhibit several cardiac abnormalities, including prolonged QT syndrome and reduced tolerance to cardiac stress (Baker et al. 2013; North et al. 2014). To elucidate the global transcriptomic alterations underlying these cardiac phenotypes, we performed transcriptomic profiling of whole hearts from 16‐week‐old wild‐type and BubR1 hypomorphic mice. Immunoblotting confirmed that BubR1 hypomorphic hearts expressed reduced levels of the BubR1 protein compared to wild‐type hearts (Figure 1A,B). 

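Hearts from 12 mice aged 16 weeks were sequenced, 6 wild-type and 6 BubR1 hypomorphic, with 3 males and 3 females of each genotype. BubR1 hypomorphic mice carry alleles of Bub1b that give low levels of the BubR1 protein. The reads were aligned to GRCm38 with HISAT2 and quantified with StringTie, and the genotypes were compared with DESeq2 by the authors. What was examined here is the result of that comparison. The authors' deposited table lists 12308 genes, each with a log2 fold change (log2FC) of hypomorphic over wild-type hearts and a p-value, and gives an adjusted p-value for 11693 of them. It holds no value for a single heart, so the spread between hearts cannot be shown, and the sequencing depth behind each value is unknown. From this table, adjusted p-values were recomputed with the Benjamini-Hochberg method over the 12308 listed genes, and genes were ranked by log2FC. Each log2FC was also centred by subtracting the median log2FC of the 200 genes nearest in GC content and transcript length, which were known for 12263 genes from the GENCODE M21 annotation of GRCm38. The choice of p-value changes the number of genes called more than the centring does. The gene that carries the hypomorphic alleles, Bub1b, lies on chromosome 2 of GRCm38 from 118598211 to 118641591. In the authors' deposited table its log2FC was -0.74, with an unadjusted p of 0.195. The recomputed adjusted p of Bub1b was 0.828 and its centred log2FC was -0.61, so a difference in this transcript was not detected at the level of the whole gene.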

Total RNA was extracted from these tissues, and bulk RNA sequencing was performed, followed by comprehensive bioinformatic analysis (Figure 1C). 

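At an absolute log2FC above 0.5 and an unadjusted p under 0.05, the authors' deposited table holds 676 genes that were higher and 396 that were lower in BubR1 hypomorphic hearts. With the p-values adjusted over all 12308 listed genes, 170 genes were higher and 170 were lower at the same fold change. Among the genes called at the unadjusted p, 63.1% were higher, against 50.0% at the recomputed adjusted p. After centring on genes of similar GC content and length, 538 genes were higher and 348 were lower at the unadjusted p, which centring leaves as deposited. Of the genes called before centring, 517 were called again as higher and 328 as lower. The calls include 162 genes, 64 higher and 98 lower, whose absolute log2FC lay between 0.80 and 0.82 with p-values under 1e-10 in the authors' deposited table. Without these 162 genes, 612 were higher and 298 were lower at the unadjusted p. At the recomputed adjusted p, 106 were higher and 72 were lower without them, a share of 59.6% higher. The fold changes rose with GC content across genes (Spearman's rho 0.323), and genes are not independent replicates.

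**Figure D1:**
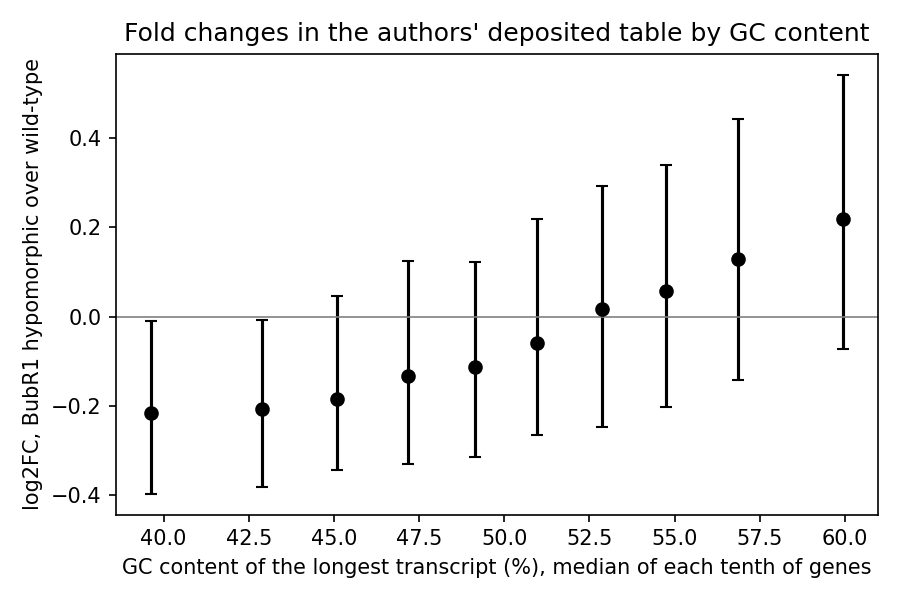
Log2FC in the authors' deposited table against the GC content (%) of the longest transcript, with genes divided into 10 groups of rising GC content. Points are medians and bars span the interquartile range of genes. The median was -0.22 in the group with the lowest GC content and 0.22 in the group with the highest.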

Differential expression analysis revealed 676 genes to be upregulated and 395 genes to be downregulated in BubR1 hypomorphic hearts (Figure 1D). 

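Tnni1 lies on chromosome 1 of GRCm38 from 135779434 to 135810989, Kcne1 on chromosome 16 from 92345982 to 92359468, and Nppa on chromosome 4 from 148000722 to 148002079. All 3 are annotated as protein-coding. The log2FC of Tnni1 in the authors' deposited table was 6.69, and by rank it was number 1 of the 12308 genes. Its adjusted p over the listed genes was 4.39e-17. The legend of Fig. S1 gives its expression as 0 in all wild-type hearts, so the size of its log2FC depends on the fit and is not a measured ratio. Nppa ranked 15 with a log2FC of 3.12 in the authors' deposited table and a recomputed adjusted p of 6.57e-07. For Kcne1 the authors' deposited table gives 2.31, which ranked 23, and the recomputed adjusted p was 7.61e-06. Centring moved these log2FC to 6.84 for Tnni1, 2.81 for Nppa and 2.34 for Kcne1. Nppa overlaps Gm13054 on the opposite strand, and the text of the paper does not say whether reads were counted by strand.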

Notably, genes related to cardiac function, such as *Tnni1* (a cardiac troponin), *Kcne1* (a regulator of voltage‐gated potassium ion channel activity), and *Nppa* (a natriuretic hormone), were significantly upregulated (Figure 1E, Figure S1A–C). Conversely, genes like *Palld* (a cytoskeletal component), *Strit1* (a sarcoplasmic ATPase regulator), and *Kcna6* (a voltage‐gated potassium channel) were significantly downregulated in the BubR1 hypomorphic hearts (Figure 1E, Figure S1D–F). 

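Palld lies on chromosome 8 of GRCm38 from 61511433 to 61902690. Its log2FC in the authors' deposited table was -1.97, the 12th lowest of all genes by rank, with an unadjusted p of 0.00685. Over the listed genes the adjusted p of Palld was 0.151, so it did not pass 0.05 after adjustment. Strit1, on chromosome 3 from 63481112 to 63483879, is annotated as Gm34302 in GENCODE M21. The authors' deposited table gives it a log2FC of -1.46, and the recomputed adjusted p was 0.00112. Kcna6, on chromosome 6 from 126708329 to 126740674, also had a log2FC of -1.46 in the authors' deposited table. The recomputed adjusted p of Kcna6 was 0.00434. Relative to genes of similar GC content and length, the log2FC was -1.87 for Palld, -1.35 for Strit1 and -1.35 for Kcna6. Palld overlaps Gm18066 on the same strand and Kcna6 overlaps Gm26673 on the opposite strand.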

The dysregulation of these genes is associated with cardiac pathologies such as dilated cardiomyopathy, cardiac hypertrophy, and heart failure (Horsthuis et al. 2008; Watanabe et al. 2007). Upregulation of *Kcne1* leads to a prolonged QTc interval in patients with chronic heart failure (Watanabe et al. 2007). Gene Ontology (GO) analysis of upregulated genes indicated enrichment in processes such as striated muscle cell contraction, sarcomere organization, and potassium ion transport regulation (Figure 1F). In contrast, downregulated genes were involved in processes related to cardiac muscle relaxation, contraction, and regulation of atrial muscle cell action potentials (Figure 1G). These findings suggest that BubR1 insufficiency results in widespread transcriptional changes that disrupt key cardiac functions, many of which align with cardiac abnormalities in the BubR1 hypomorphic mouse model (Baker et al. 

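The 5 genes with the largest log2FC among those with an adjusted p under 0.05 in the authors' deposited table were Tnni1, Fgf21, Insl6, Tbx3os1 and Mir1839. After centring, the log2FC was 4.90 for Fgf21, 4.89 for Insl6, 4.13 for Tbx3os1 and 3.91 for Mir1839. The 5 lowest were Jmjd7, Il18, Gfra3, Lsamp and Bclaf3, with centred log2FC of -8.07 for Jmjd7, -3.55 for Il18, -3.56 for Gfra3, -3.21 for Lsamp and -3.05 for Bclaf3. Jmjd7 had the lowest recomputed adjusted p of these genes, 3.05e-26, and overlaps Gm28042 on the same strand. Tbx3os1, Mir1839, Lsamp and Bclaf3 also overlap annotated genes on the same strand, and Il18 overlaps Bco2 on the opposite strand. Of the 29 genes that the paper names from these RNA-seq data, Serpine2 and Spp1 only for the comparisons within each sex, 25 had an unadjusted p under 0.05 and 16 had a recomputed adjusted p under 0.05. Adjusted over the 29 genes alone, 25 passed, which shows no stability because the paper chose most of them from these data. From the genes that changed and the processes they belong to, the paper proposes that BubR1 insufficiency alters transcription widely and disrupts cardiac functions.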

2013; North et al. 2014).

**FIGURE 1:**
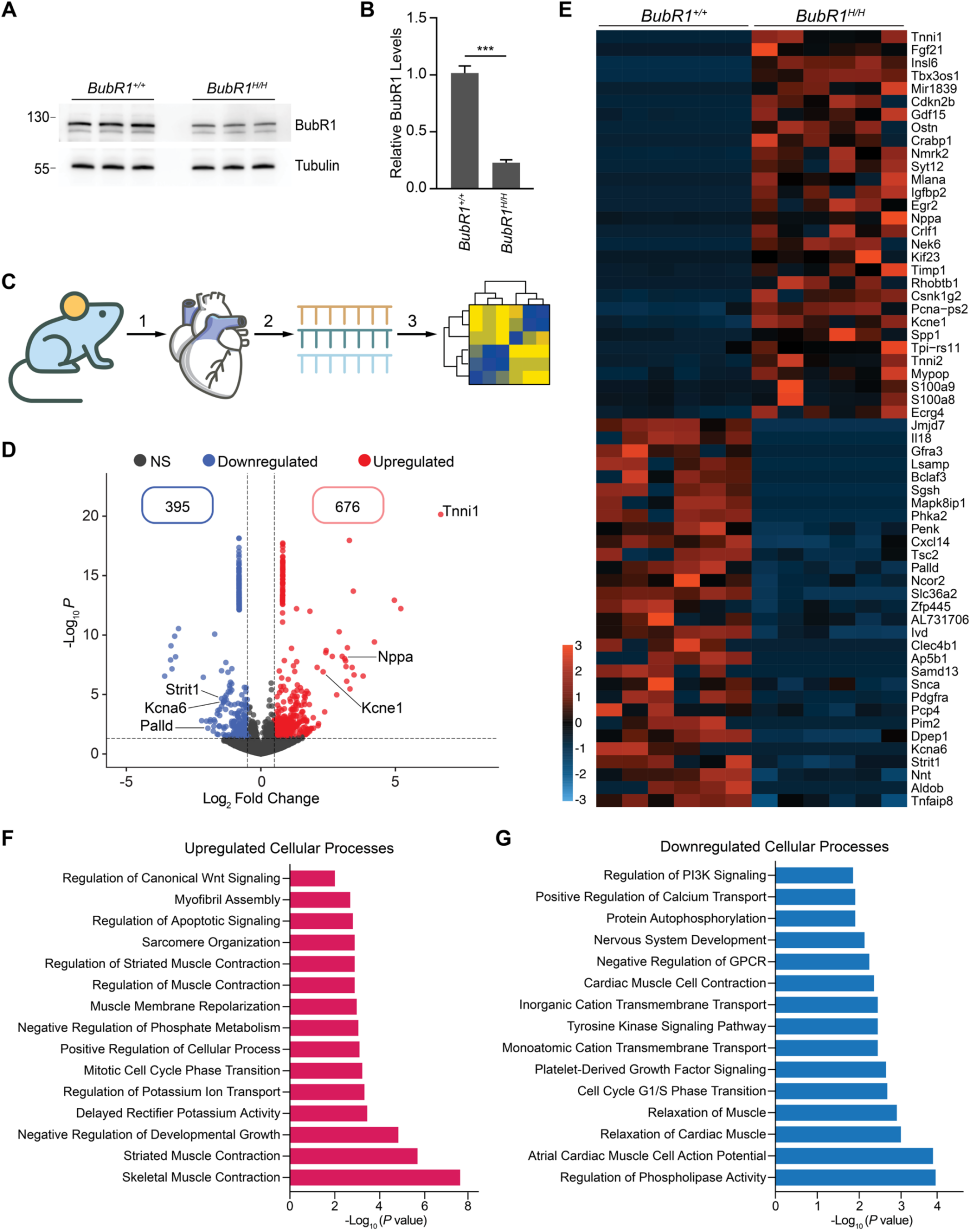
Cardiac function‐related genes are deregulated in BubR1 hypomorphic hearts. (A) Immunoblot showing BubR1 levels in hearts of 16‐week‐old wild‐type and BubR1 hypomorphic mice. (B) Quantification of BubR1 levels in A. (C) Schematic showing the workflow for bulk RNA sequencing in which 16‐week‐old mice were dissected to isolate their hearts (1) followed by tissue lysis for RNA isolation (2) and bioinformatic analysis (3). (D) Volcano plot showing the number of significantly dysregulated genes using a threshold of log_2_FC > 0.5 and *p* value < 0.05. (E) Heatmap of the top 30 upregulated and downregulated genes. (F) GO analysis carried out on biological processes of the top upregulated genes in the BubR1 hypomorphic hearts. (G) GO analysis carried out on biological processes of the top downregulated genes in the BubR1 hypomorphic hearts. Statistical significance was calculated by Student's *t*‐test. Error bars represent mean ± SEM. ***p < 0.001.

To explore sex‐specific transcriptomic alterations in BubR1 hypomorphic mice, we conducted separate bulk RNA sequencing analyses on male and female hearts. In male BubR1 hypomorphic hearts, a substantial number of genes were differentially expressed, with 820 upregulated and 642 downregulated (Figure S2A,B). GO enrichment analysis of the upregulated genes indicated dysregulation of pathways related to cytoskeletal organization and microfibril assembly, whereas the downregulated genes were predominantly associated with mitochondrial structure and function (Figure S2C,D). KEGG pathway analysis further linked these dysregulated genes to cardiovascular conditions such as dilated cardiomyopathy, long QT syndrome, and hypertrophic cardiomyopathy (Figure S2E). In contrast, female BubR1 hypomorphic hearts displayed fewer differentially expressed genes, with 189 upregulated and 204 downregulated (Figure S3A,B). GO analysis revealed enrichment in pathways related to titin and tropomyosin binding, while the downregulated genes were involved in actin cytoskeleton organization and extracellular matrix processes, particularly those involving collagen (Figure S3C,D). KEGG pathway analysis similarly identified dysregulation in pathways associated with dilated cardiomyopathy and long QT syndrome (Figure S3E).

A comparative analysis of the dysregulated genes in both sexes identified shared genes, including *Tnni1*, *Nppa*, *Gdf15*, *Cdkn1a*, and *Kcne1* (Figure S4A). GO analysis of the commonly upregulated genes indicated processes such as increased susceptibility to induced mortality, abnormal response to cardiac infarction, and enlarged myocardial infarct size (Figure S4B). Downregulated processes included abnormal fetal cardiomyocyte proliferation, dilated heart ventricle, and abnormal Purkinje cell morphology (Figure S4C). Overall, both male and female BubR1 hypomorphic hearts displayed similar dysregulation of genes critical for the maintenance of cardiac structure and function.

### 2.2 Low BubR1 Levels Induce Cardiac Hypertrophy In Vivo

BubR1 hypomorphic mice exhibit accelerated aging phenotypes, prompting investigation into whether accelerated aging in this mouse model also extends to the heart (Baker et al. 2004). The aging myocardium is known to undergo several characteristic changes, including hypertrophy, interstitial fibrosis, and the accumulation of senescent cells (North and Sinclair 2012). Bulk RNA sequencing revealed significant upregulation of several biomarkers associated with cardiac hypertrophy in BubR1 hypomorphic hearts, including *Thbs4*, *Acta1*, *Tnni2*, and *Myh7* (Figure 2A–D). 

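The 4 genes differed in how far their changes exceeded the error of the comparison. Tnni2, on chromosome 7 of GRCm38 from 142441808 to 142444410, had a log2FC of 2.09 in the authors' deposited table, and its adjusted p over the listed genes was 3.37e-06. Myh7, on chromosome 14 from 54970684 to 54994626, had a log2FC of 1.80 in the authors' deposited table and a recomputed adjusted p of 0.00322. Acta1, on chromosome 8 from 123891769 to 123894751, had a log2FC of 1.31 and an unadjusted p of 0.00366 in the authors' deposited table. The adjusted p of Acta1 over the listed genes was 0.101, above 0.05. Thbs4, on chromosome 13 from 92751590 to 92794818, had a log2FC of 0.66 and an unadjusted p of 0.171 in the authors' deposited table, so its change was not distinguishable from 0 there. By log2FC, Tnni2 ranked 26, Myh7 34, Acta1 102 and Thbs4 964 of the 12308 genes. The centred log2FC was 1.78 for Tnni2, 1.84 for Myh7, 0.96 for Acta1 and 0.70 for Thbs4. Myh7 overlaps Mhrt and Acta1 overlaps Gm20388, each on the opposite strand.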

Additionally, BubR1 hypomorphic hearts exhibited a significant increase in the heart weight‐to‐tibia length ratio, consistent with the development of cardiac hypertrophy (Figure 2E). Since BubR1 hypomorphic mice are smaller than their wild type counterparts, as reflected by their lower body weight (Figure S5A), tibia length was used for normalization. However, even when normalized to body weight, the heart weight‐to‐body weight ratio remained significantly elevated in BubR1 hypomorphic mice, further supporting the notion that BubR1 insufficiency drives cardiac hypertrophy (Figure S5B). Wheat germ agglutinin (WGA) staining further confirmed a significant increase in cardiomyocyte size in BubR1 hypomorphic hearts compared to wild‐type hearts (Figure 2F,G).

**FIGURE 2:**
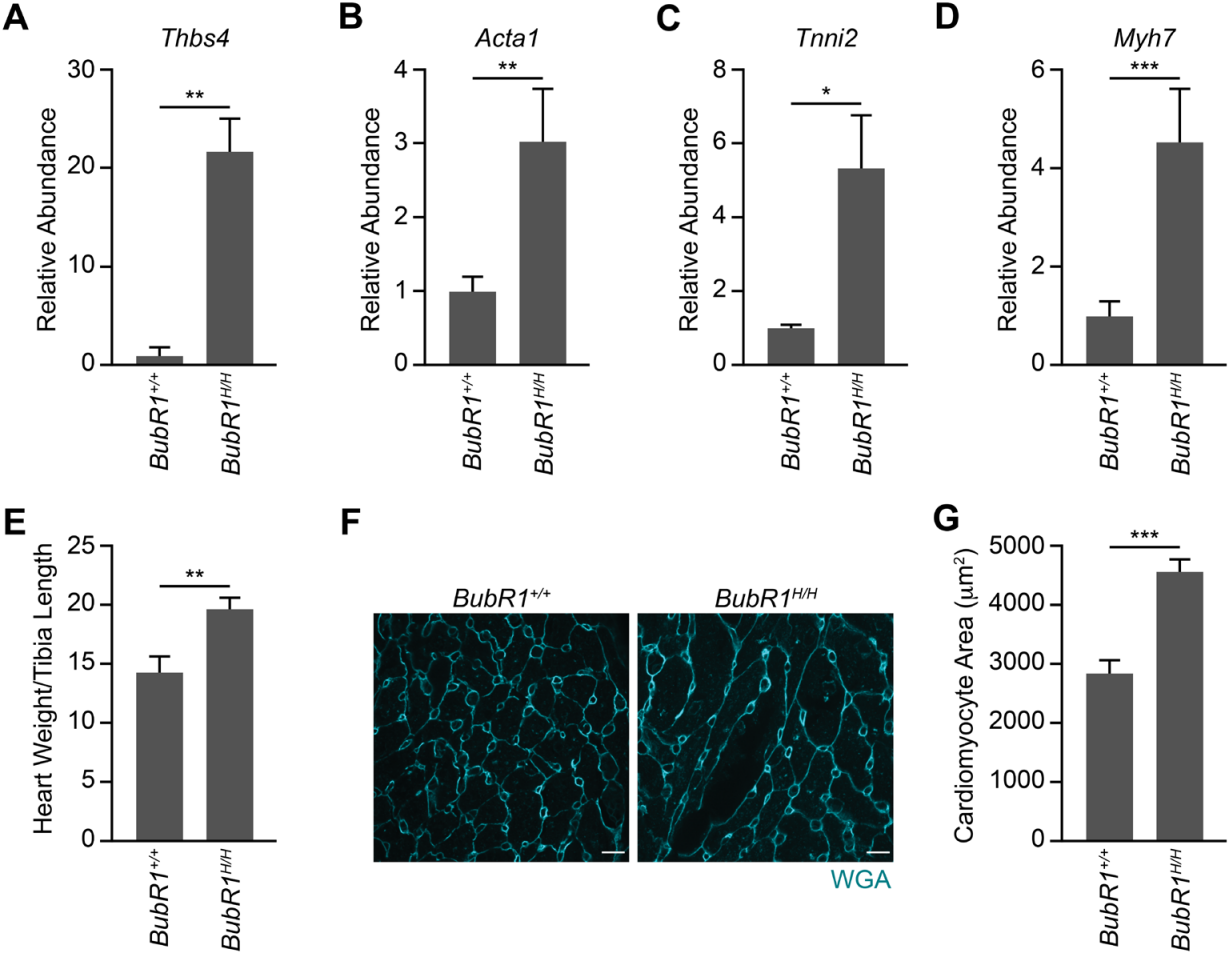
Low BubR1 levels induce cardiac hypertrophy in vivo. (A–D) Gene expression (abundance) based on DESeq2 analysis normalized against wild‐type samples of cardiac hypertrophy markers *Thbs4* (A), *Acta1* (B), *Tnni2* (C), and *Myh7* (D). (E) Heart weight to tibia length ratio of wild‐type and BubR1 hypomorphic mice (*n* = 6). (F) Confocal representative images of WGA‐stained ventricles. Scale bar, 10 μm. (G) Quantification of cardiomyocyte area in F (*n* = 6). Statistical significance was calculated by Student's t‐test. Error bars represent mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001.

### 2.3 BubR1 Hypomorphic Hearts Exhibit Increased Cellular Senescence, SASP Factors, and DNA Damage

The accumulation of senescent cells is known to contribute to cardiac remodeling, inflammation, atherosclerosis, and the progression of heart failure (Suda et al. 2023). Cyclin‐dependent kinase inhibitors, such as p21 (encoded by *Cdkn1a*), are upregulated in senescent cells and are widely recognized as hallmarks of cellular senescence (Wagner and Wagner 2022). Bulk RNA sequencing analysis revealed a significant upregulation of *Cdkn1a* in BubR1 hypomorphic hearts (Figure 3A). Moreover, senescence‐associated secretory phenotype (SASP) factors, including *Timp1* (a pro‐coagulatory factor), *Ccl2* (a chemokine ligand), and *Igfbp7* (an insulin‐like growth factor binding protein), were markedly elevated in BubR1 hypomorphic hearts (Figure 3B–D). 

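Cdkn1a lies on chromosome 17 of GRCm38 from 29090976 to 29100727. Its log2FC in the authors' deposited table was 1.82, which ranked 31 of the 12308 genes. The adjusted p over the listed genes was 7.31e-11, and the centred log2FC was 1.71. AC167363.2 overlaps Cdkn1a on the opposite strand.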

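Of these SASP genes, Timp1 changed the most. It lies on chromosome X of GRCm38 from 20870166 to 20874735, where it overlaps Syn1 on the opposite strand, and had a log2FC of 2.65 in the authors' deposited table. Its recomputed adjusted p was 4.26e-07. Ccl2, on chromosome 11 from 82035571 to 82037453, had a log2FC of 0.95 and an unadjusted p of 0.0284 in the authors' deposited table, and an adjusted p over the listed genes of 0.331. Igfbp7, on chromosome 5 from 77349240 to 77408041, had a log2FC of 0.89 and an unadjusted p of 0.0189 in the authors' deposited table. The recomputed adjusted p of Igfbp7 was 0.271, so neither Ccl2 nor Igfbp7 passed 0.05 after adjustment. The centred log2FC was 2.38 for Timp1, 1.05 for Ccl2 and 0.40 for Igfbp7, which placed Igfbp7 under 0.5. Ccl2 overlaps Gm17268 and Igfbp7 overlaps Polr2b, each on the opposite strand.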

Immunoblot analysis further corroborated these findings, showing significantly increased levels of p21 and p53 (Figure 3E). Additionally, IL‐6, a pro‐inflammatory SASP factor, was highly overexpressed in the BubR1 hypomorphic cohort, indicating enhanced senescence and SASP and its potential contribution to the observed cardiac pathology (Figure 3E–H). Bulk RNA sequencing analysis revealed that *S100A8*, a marker of inflammatory activity and a consequence of the SASP, is significantly upregulated in BubR1 hypomorphic hearts (Figure 1E). 

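S100a8 lies on chromosome 3 of GRCm38 from 90668978 to 90670035. The authors' deposited table gives it a log2FC of 1.87 with an unadjusted p of 0.00752. It ranked 29 by log2FC, its centred log2FC was 1.94, and its adjusted p over the listed genes was 0.157, above 0.05.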

We validated this finding using immunostaining, which showed significantly higher S100A8 intensity in BubR1 hypomorphic hearts compared to wild‐type hearts (Figure 3I,J). To further assess cellular senescence, we examined the expression of p16 and p15. The number of p16‐positive cells was significantly more abundant in BubR1 hypomorphic hearts compared to wild‐type hearts (Figure 3K,L). However, the number of p15‐positive cells remained unchanged between the two groups (Figure S6A,B). Additionally, senescence‐associated β‐galactosidase (SA‐β‐gal) staining showed an increased level of senescence in BubR1 hypomorphic hearts (Figure S6C,D). Immunoblot analysis also showed increased abundance of β‐galactosidase in BubR1 hypomorphic hearts (Figure S6E,F). We also investigated whether senescence occurs specifically in the cardiomyocyte population by probing for Prominin‐2 (Prom2), a recently identified cardiomyocyte‐specific senescence marker (Maggiorani et al. 2024). Immunoblot analysis did not detect Prom2 expression in either wild‐type or BubR1 hypomorphic hearts (Figure S6E). Since cellular senescence is often triggered by elevated DNA damage, we next examined γ‐H2AX, a well‐established marker of DNA double‐strand breaks, using immunofluorescence staining. BubR1 hypomorphic hearts exhibited a significantly higher number of γ‐H2AX–positive cells compared to wild‐type controls, indicating increased DNA damage (Figure 3M–N). Given the association between telomere shortening, aging, and senescence, we also assessed telomere length in genomic DNA isolated from wild‐type and BubR1 hypomorphic hearts. No significant difference in telomere length was observed between the two groups, suggesting that the observed senescence in BubR1‐deficient hearts may not be due to telomere attrition (Figure S6G). Overall, these findings confirm the presence of aging hallmarks such as senescence and DNA damage in BubR1 hypomorphic hearts.

**FIGURE 3:**
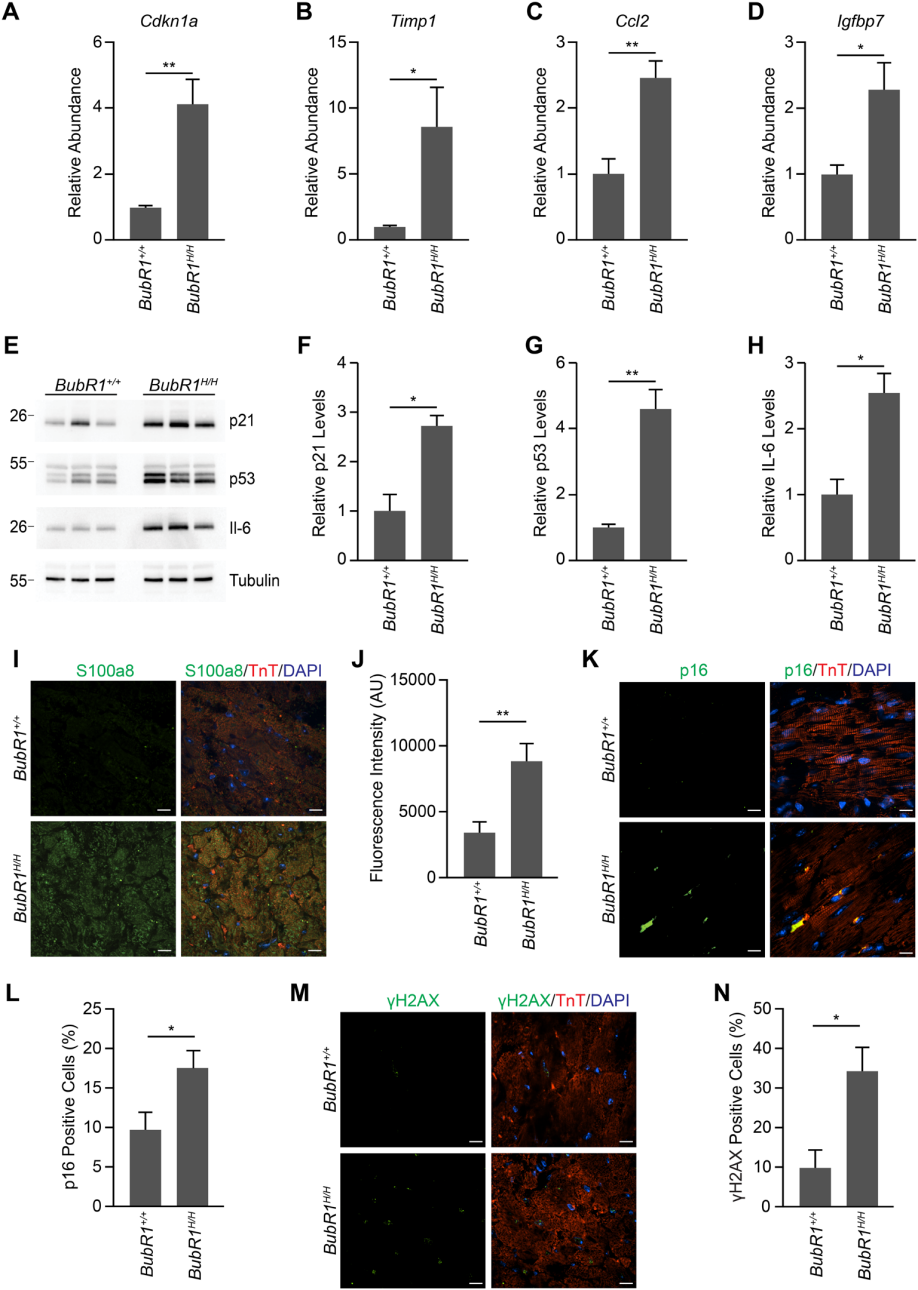
BubR1 hypomorphic hearts exhibit increased cellular senescence, SASP factors, and DNA damage. (A–D). Gene expression (abundance) based on DESeq2 analysis normalized against the wild‐type samples of senescence markers *Cdkn1a* (A), *Timp1* (B), *Ccl2* (C), and *Igfbp7* (D). (E) Immunoblot showing the protein level of senescence markers p21, p53, and IL‐6. (F–H) Quantification of relative level of p21 (F), p53 (G), and IL‐6 (H) (*n* = 3). (I) Representative confocal images of S100a8 in wild‐type and BubR1 hypomorphic hearts. Scale bar, 10 μm. (J) Quantification of S100a8 intensity shown in I (*n* = 4). (K) Representative confocal images of p16 in wild‐type and BubR1 hypomorphic hearts. Scale bar, 10 μm. (L) Percentage of p16 positive cells shown in K (*n* = 5). (M) Representative confocal images of γH2AX in wild‐type and BubR1 hypomorphic hearts. Scale bar, 10 μm. (N) Percentage of γH2AX positive cells shown in M (*n* = 5). Statistical significance was calculated by Student's *t*‐test. Error bars represent mean ± SEM. *p < 0.05, **p < 0.01.

In addition to the SASP factors, we compared the BubR1 hypomorphic data sets with a panel of senescence‐related genes, termed SenMayo, which were identified by screening commonly regulated genes across multiple age‐related datasets (Saul et al. 2022). Male BubR1 hypomorphic mice exhibited significant upregulation of 14 SenMayo genes, whereas females displayed only nine significantly upregulated genes (Figure S7A–D). Of these, four SenMayo genes were shared between the male and female datasets. Notably, female hypomorphic mice showed a higher fold change of *Igfbp2* and *Serpine2*, while male hypomorphic mice exhibit a higher fold change of *Spp1* and *Gdf15* (Figure S7E). *Gdf15* is recognized as a SASP factor within the cardiovascular system, where its accumulation has been associated with the development of cardiac hypertrophy while *Igfbp2* is another SASP protein associated with aging (Evans et al. 2024; Wang et al. 2023). Overall, these data suggest that BubR1 hypomorphic hearts exhibit elevated levels of cellular senescence, although the specific SASP factors and the extent of senescence may vary between the sexes.

### 2.4 BubR1 Insufficiency Increases Cardiac Fibrosis Suggestive of Pathological Myocardial Remodeling

Cardiac fibrosis is characterized by the excessive deposition of extracellular matrix components in the myocardium, primarily driven by activated myofibroblasts. This pathological accumulation of fibrosis impairs chamber dilation, leading to hypertrophy and ultimately congestive heart failure (Ko et al. 2022). Bulk RNA sequencing revealed elevated expression of key fibrosis‐related genes in BubR1 hypomorphic hearts, including *Tgfb1* (Transforming Growth Factor‐β1), *Col18* (Collagen), *Lgals3* (Galectin‐3), and *Acta2* (Smooth Muscle Actin) (Figure 4A–D). 

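Tgfb1 lies on chromosome 7 of GRCm38 from 25687002 to 25705077, Col18a1 on chromosome 10 from 77052178 to 77166548, Lgals3 on chromosome 14 from 47367751 to 47386160, and Acta2 on chromosome 19 from 34241090 to 34255590. In the authors' deposited table, Tgfb1 had a log2FC of 0.73 and an unadjusted p of 0.0224. For the other genes the authors' deposited table gives unadjusted p-values above 0.05, with a log2FC of 0.82 and a p of 0.276 for Col18a1. Lgals3 had a log2FC of 1.24 and a p of 0.0675 in the authors' deposited table, and Acta2 had 0.43 and 0.156. All were higher in BubR1 hypomorphic hearts, but none passed 0.05 after adjustment over the listed genes, where the adjusted p was 0.291 for Tgfb1, 0.941 for Col18a1, 0.509 for Lgals3 and 0.757 for Acta2. The centred log2FC was 0.70 for Tgfb1, 0.81 for Col18a1, 1.05 for Lgals3 and 0.54 for Acta2. Col18a1 overlaps Slc19a1 on the opposite strand.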

Masson's trichrome staining of BubR1 hypomorphic hearts further confirmed a significant increase in fibrosis, with pronounced collagen deposition observed in both perivascular and interstitial regions (Figure 4E–G). Additionally, protein analysis revealed elevated levels of alpha smooth muscle actin (αSMA), a marker of myofibroblast activation and extracellular matrix remodeling, in BubR1 hypomorphic hearts (Figure 4H,I). These findings collectively demonstrate heightened cardiac fibrosis in BubR1 hypomorphic hearts, contributing to the observed pathological remodeling.

**FIGURE 4:**
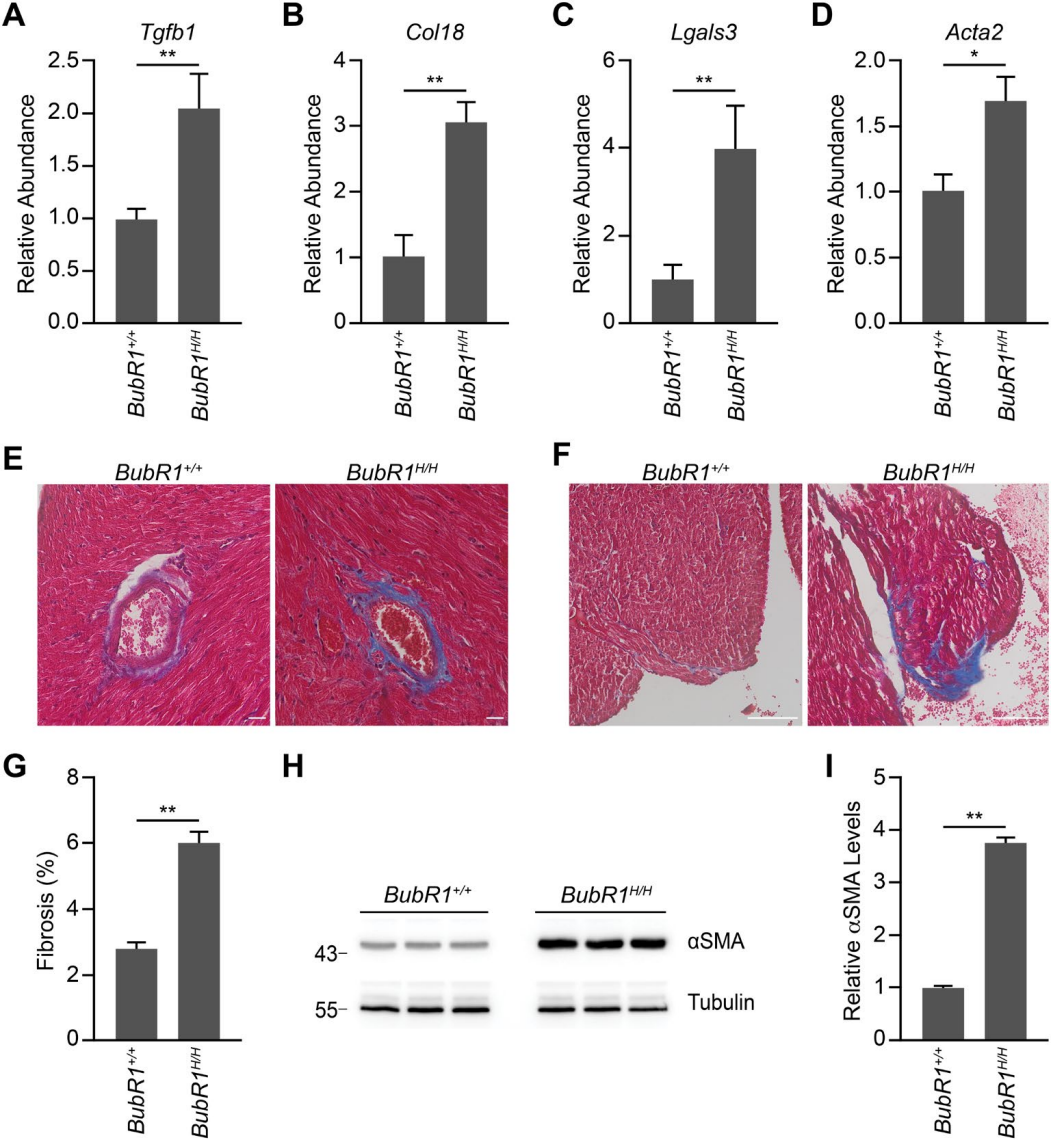
BubR1 insufficiency increases cardiac fibrosis suggestive of pathological myocardial remodeling. (A–D) Gene expression (abundance) based on DESeq2 analysis normalized against the wild‐type samples of cardiac fibrosis markers *Tgfb1* (A), *Col18* (B), *Lgals3* (C), and *Acta2* (D). (E, F) Representative images of Masson's trichrome staining in the perivascular region (E) and interstitial region (F) of wild‐type and BubR1 hypomorphic hearts. Scale bar, 20 μm and 100 μm. (G) Quantification of the percentage of fibrosis (*n* = 6). (H) Immunoblot showing protein levels of αSMA. (I) Quantification of the relative level of αSMA in H (*n* = 3). Statistical significance was calculated by Student's *t*‐test. Error bars represent mean ± SEM. *p < 0.05, **p < 0.01.

### 2.5 Aged Wild‐Type and Young BubR1‐Insufficient Hearts Exhibit Common Transcriptomic Changes

Previous studies have demonstrated that BubR1 levels naturally decline with age in various organs, including the brain, testes, and ovaries (Baker et al. 2004; Yang et al. 2017). To investigate whether a similar trend occurs in the aging heart, we performed immunoblotting to assess BubR1 protein levels in male and female mice across their lifespan. In males, BubR1 expression showed a clear negative correlation with age, while in females, BubR1 levels remained stable with a decline observed at the more advanced age of 36 months (Figure 5A,B, Figure S8A,B). To further explore age‐related changes, we analyzed publicly available bulk RNA sequencing data from young (4‐month) and aged (22‐month) mice. DESeq2 analysis identified 2214 significantly downregulated and 1773 significantly upregulated genes in the aging hearts (Figure 5C). Dysregulated genes included voltage‐gated chloride ion channel genes (*Ano5*), protein kinase C isoforms (*Prkcq*), Myocardin (*Myocd*), and interferon‐related genes (*Ifit1* and *Ifit3*) (Figure S8C). GO analysis revealed that upregulated genes were enriched in pathways related to myofibrils, the sarcoplasmic reticulum, and the catenin complex, while downregulated pathways involved voltage‐gated chloride channel activity, transcription factor binding, and serine/threonine kinase activity (Figure S8D,E). A comparative analysis between wild‐type versus hypomorphic hearts and young versus aged hearts identified 187 commonly upregulated genes, including *Nppb* (natriuretic peptide), *Acta1* (skeletal muscle gene), and *Igfbp2* (insulin‐like growth factor‐binding protein) (Figure 5D,E). 

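All 187 genes that Table S2 lists as higher in both comparisons were found in the table of BubR1 hypomorphic hearts with a positive log2FC and an unadjusted p under 0.05. The paper selected these 187 genes at a p under 0.05 in this same comparison, so that outcome was fixed in advance. Of them, 146 also had a log2FC above 0.5, and 36 had an adjusted p under 0.05 over the listed genes. Their median log2FC was 0.77, and 0.54 after centring on genes of similar GC content and length. Igfbp2 ranked 5 among the 187 by log2FC, Acta1 ranked 19 and Nppb ranked 20. The log2FC of Igfbp2 was 3.16 in the authors' deposited table, and its recomputed adjusted p was 2.89e-06. Igfbp2 lies on chromosome 1 of GRCm38 from 72824503 to 72852474. Nppb, on chromosome 4 from 147985788 to 147987205, had a log2FC of 1.31 in the authors' deposited table and a recomputed adjusted p of 0.0223. The aged hearts themselves were not analysed here.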

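Gdf15 lies on chromosome 8 of GRCm38 from 70629393 to 70632456. Its log2FC in the authors' deposited table was 3.44, number 7 of the 12308 genes and number 2 of the 187 genes listed in common with aged hearts. Its adjusted p over the listed genes was 2.94e-12, and its centred log2FC was 3.02.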

Notably, *Gdf15* was among the top upregulated genes shared between both datasets (Figure 5E). *Gdf15*, a member of the TGF‐beta superfamily, is highly upregulated during aging and has been strongly linked to cardiovascular diseases and senescence, making it a key marker of aging and cardiovascular mortality (Wang et al. 2023). The upregulation of *Gdf15* in BubR1 hypomorphic hearts suggests that they mimic aging‐associated changes observed in the myocardium. Regarding downregulated genes, we identified 64 genes that were commonly downregulated between the two comparative groupings. These genes included *Pcp4* (a Purkinje cell protein), *Myom2* (a titin‐binding protein), and *Adap2* (a regulator of microtubule stability) (Figure 5F,G). 

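Each of the 64 genes that Table S2 lists as lower in both comparisons had a negative log2FC and an unadjusted p under 0.05 in BubR1 hypomorphic hearts. That too followed from how the paper selected these 64 genes. Of these, 61 had a log2FC below -0.5, and 28 had an adjusted p under 0.05 over the listed genes. Among the 64 were 21 of the 98 genes whose log2FC lay close to -0.81 with p-values under 1e-10. Other genes that were lower at an unadjusted p under 0.05 held such values less often (Fisher's exact test, two-sided, odds ratio 2.64, p = 0.00145, 0.00290 adjusted over 4 such tests). Among the 187 genes shared as higher with aged hearts, such values were less frequent than in other genes that were higher, with an odds ratio of 0.228 and a p of 0.00125 by the same exact test. The median log2FC of the 64 genes was -0.81, and -0.71 after centring.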

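Pcp4 lies on chromosome 16 of GRCm38 from 96467606 to 96525793, Myom2 on chromosome 8 from 15057653 to 15133541, and Adap2 on chromosome 11 from 80154105 to 80178958. Pcp4 had a log2FC of -1.53 in the authors' deposited table and ranked 4 among the 64 genes by its fall. Its adjusted p over the listed genes was 0.0227. The authors' deposited table gives Myom2 a log2FC of -0.99 with an unadjusted p of 0.00427, and Adap2 a log2FC of -0.81 with an unadjusted p of 0.00524. Over the listed genes, the adjusted p was 0.113 for Myom2 and 0.127 for Adap2, both above 0.05. After centring, the log2FC was -1.57 for Pcp4, -0.90 for Myom2 and -0.95 for Adap2. Pcp4 overlaps Igsf5 on the same strand, while Myom2 overlaps Gm15678 and Adap2 overlaps Adap2os on the opposite strand.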

GO analysis revealed that the upregulated genes were associated with pathways such as the voltage‐gated sodium channel complex, cytoskeletal structures, and the collagen‐containing extracellular matrix (Figure 5H). GO analysis also showed that downregulated genes were involved in processes such as the regulation of muscle hypertrophy, regulation of striated muscle contraction, and cardiac myofibril assembly (Figure 5I). We leveraged data from the Genotype‐Tissue Expression (GTEx) project, which provides age‐associated gene sets across multiple tissues, to identify genes in BubR1 hypomorphic hearts that exhibit age‐dependent expression changes (Consortium 2015). GTEx analysis revealed that genes including *Gdf15*, *Gdf6*, *Nppa*, and *Vgll2*, are associated with cardiac aging, and were significantly upregulated in the BubR1 hypomorphic dataset (Figure S9A). 

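The 18 genes shown in Fig. S9A had a log2FC between 0.81 and 3.44 in the authors' deposited table. All 18 had a centred log2FC above 0.5, the lowest being 0.71, and 9 had an adjusted p under 0.05 over the listed genes. Rrp12, singled out after its values were seen, belongs to the 162 genes with a log2FC close to 0.81 and a p under 1e-10. Gdf6, on chromosome 4 of GRCm38 from 9844372 to 9862345, had a log2FC of 1.35 in the authors' deposited table. The recomputed adjusted p of Gdf6 was 0.00227.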

Notably, *Vgll2*, which encodes a cofactor for transcriptional enhancer factor 1 (TEF‐1) and is involved in skeletal muscle development, has been identified as a robust marker of cardiovascular aging (Libiseller‐Egger et al. 2022). Furthermore, *Vgll2* is one of the shared upregulated genes between the BubR1 hypomorphic dataset and the aging cohort, suggesting its potential role in cardiac dysfunction associated with both BubR1 insufficiency and aging (Figure 5E).

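Vgll2 lies on chromosome 10 of GRCm38 from 52022502 to 52028471. In the authors' deposited table its log2FC was 1.48, which ranked 69 of the 12308 genes and 14 of the 187 genes listed in common with aged hearts. Its adjusted p over the listed genes was 0.0186, and its centred log2FC was 1.09.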

**FIGURE 5:**
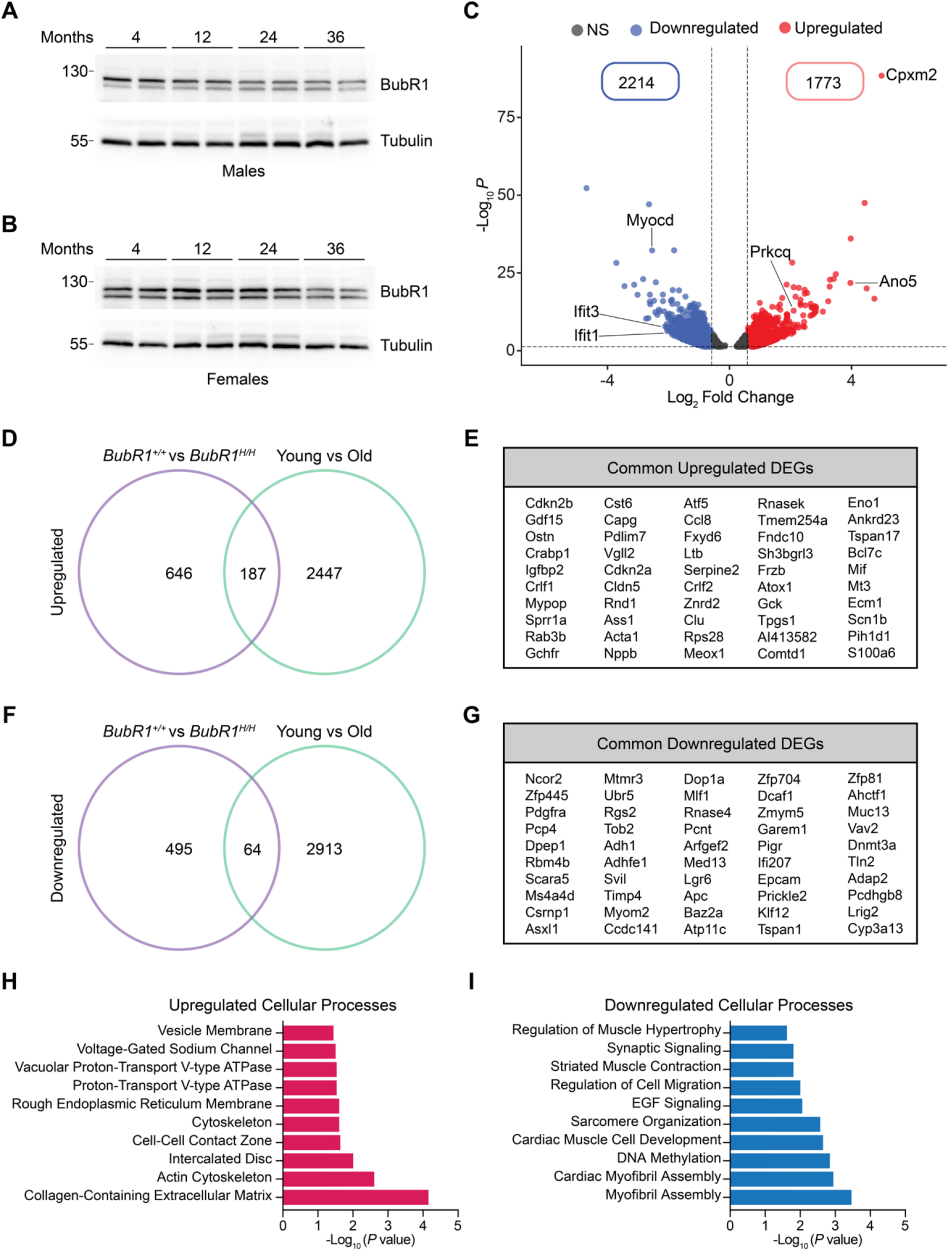
Aged wild‐type and young BubR1‐insufficient hearts exhibit common transcriptomic changes. (A) Immunoblot analysis of cardiac BubR1 levels at various ages in male mice. (B) Immunoblot image showing cardiac BubR1 levels at various ages in female mice. (C) Volcano plot showing the number of significantly dysregulated genes in 4‐month‐old versus 22‐month‐old mouse hearts using a threshold of log_2_FC > 0.5 and *p* value < 0.05. (D) Venn diagram showing the number of commonly upregulated genes between the wild‐type versus BubR1 hypomorphic dataset and the young versus aged datasets. (E) A list of top 50 commonly upregulated genes. (F) Venn diagram showing the number of commonly downregulated genes between the wild‐type versus BubR1 hypomorphic dataset and the young versus old dataset. All genes with a *p* value < 0.05 were included in the Venn diagram analysis. (G) A list of top 50 commonly downregulated genes. (H) GO analysis based on the top common upregulated genes. (I) GO analysis based on the top common downregulated genes.

Overall, these findings suggest that BubR1 hypomorphic hearts recapitulate several key molecular and cellular features of cardiac aging, including dysregulated gene expression patterns and upregulation of aging and senescence biomarkers such as *Gdf15*, indicating a potential mechanistic link between BubR1 insufficiency and accelerated cardiac aging.

### 2.6 Reduced BubR1 Levels Lead to Transcriptomic Changes Mirroring Heart Failure

To determine whether BubR1 insufficiency recapitulates age‐related cardiac pathologies, we performed disease‐based KEGG analysis on the bulk RNA sequencing dataset from BubR1 hypomorphic hearts. This analysis suggested that the dysregulated genes in these hearts are associated with heart failure, dilated cardiomyopathy, hypertrophic cardiomyopathy, and long QT syndrome (Figure 6A). To further investigate the relationship between BubR1 loss and cardiac disease states, we compared transcriptomic changes observed in the BubR1 hypomorphic mice to that observed in human patients with end‐stage heart failure due to dilated cardiomyopathy. DESeq2 analysis of the heart failure cohort revealed 665 significantly downregulated and 824 significantly upregulated genes (Figure S10A). Notably, upregulated genes included natriuretic peptides (*NPPA* and *NPPB*) and Wnt family members (*CTNND2* and *WNT9A*), while downregulated genes included cardiac muscle myosin (*MYH6*), skeletal muscle associated *ACVR1*, and the cytoskeletal protein *PALLD* (Figure S10B). GO analysis of the upregulated genes in heart failure identified pathways associated with frizzled (Wnt ligand receptor) binding, hormonal activity, and receptor‐ligand interactions (Figure S10C). The activation of the Wnt signaling pathway, a hallmark of fetal gene reactivation during cardiac stress, contributes to maladaptive remodeling such as fibrosis, hypertrophy, and impaired contractility (Foulquier et al. 2018). Interestingly, the Wnt signaling pathway is also significantly upregulated in the BubR1 hypomorphic hearts (Figure 1F). Downregulated genes were associated with muscle contraction, blood circulation regulation, and voltage‐gated ion channel activity (Figure S10D). Comparative analysis between the BubR1 hypomorphic and human heart failure datasets identified 104 commonly upregulated genes and 27 commonly downregulated genes (Figure S10E,F). 

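Symbols were matched without regard to case, and 103 of the 104 genes that Table S3 lists as higher in both comparisons were found in the table of BubR1 hypomorphic hearts. All 103 had a positive log2FC and an unadjusted p under 0.05, and 95 had a log2FC above 0.5. All 27 genes listed as lower had a negative log2FC and an unadjusted p under 0.05, and 15 had a log2FC below -0.5. The paper selected both lists at a p under 0.05 in this same comparison, so their directions and unadjusted p were fixed in advance. An adjusted p under 0.05 over the listed genes was reached by 30 of the genes listed as higher and 7 of those listed as lower. The median log2FC was 0.81 for the first list and -0.51 for the second, and 0.65 and -0.37 after centring, the latter short of -0.5. In these lists, values close to 0.81 in size with p-values under 1e-10 did not detectably differ in frequency from those in other genes called in the same direction (Fisher's exact test, two-sided), with an odds ratio of 0.717 and p = 0.556 for genes higher, and 0.363 and p = 0.199 for genes lower. The human hearts were not analysed here.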

Among the commonly upregulated genes, *NPPA* and *NPPB* were notably elevated in both datasets (Figure 6B). 

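Among the 103 matched genes, Nppa ranked 2 and Nppb ranked 17 by log2FC in BubR1 hypomorphic hearts. The paper's Discussion places Nppa first among the genes higher in common, and its text does not state the measure used for that order. Both genes lie on chromosome 4 of GRCm38, with Nppb ending at 147987205 and Nppa starting at 148000722. The centred log2FC of Nppb was 1.31.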

*NPPA* promotes natriuresis, diuresis, and vasodilation, making its elevated levels a marker of increased cardiac stress and heart failure (Man et al. 2018). Conversely, *PALLD*, a cytoskeletal protein, was significantly downregulated in both datasets, implicating its reduction in intercalated disc dysfunction and dilated cardiomyopathy (Figure 6B). 

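By its log2FC in BubR1 hypomorphic hearts, Palld ranked 1 among the 27 genes listed as lower in both comparisons. It was the lowest of them although its adjusted p over the 12308 listed genes was above 0.05.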

GO analysis of commonly upregulated genes revealed pathways related to heart rate regulation, enlarged myocardial fibers, and abnormal responses to cardiac infarction, while downregulated genes were associated with left ventricle dilation, left ventricular hypertrophy, and irregular heartbeat (Figure 6C,D). Immunoblotting validated the significant upregulation of Nppa in BubR1 hypomorphic hearts (Figure 6E,F). These findings indicate that BubR1 insufficiency mirrors key features of human heart failure, including upregulation of stress markers such as *NPPA*, thereby highlighting the pathological similarities between BubR1 hypomorphic hearts and advanced heart failure.

**FIGURE 6:**
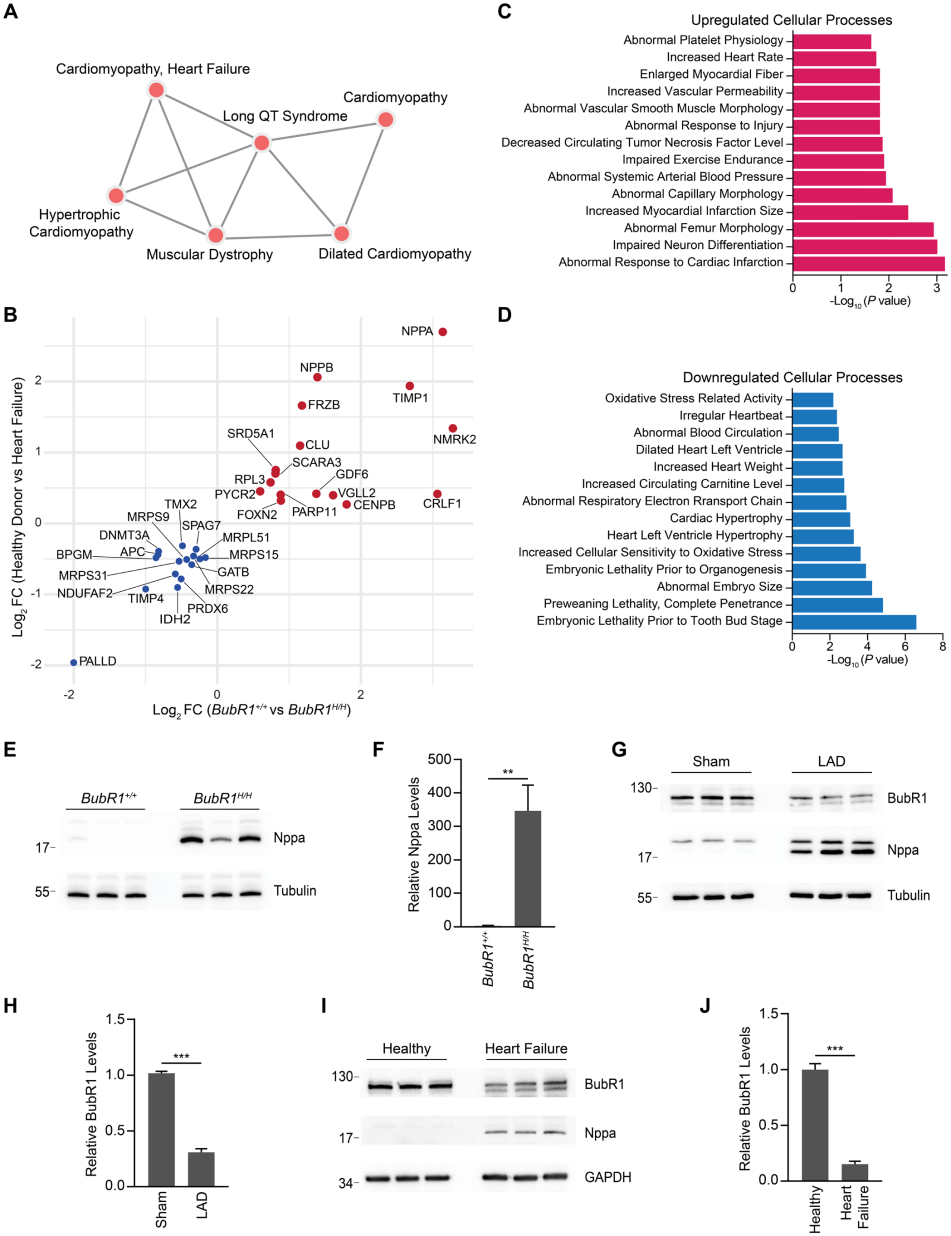
Reduced BubR1 levels lead to transcriptomic changes mirroring heart failure. (A) Disease‐based Enrichr analysis of the top differentially dysregulated genes in BubR1 hypomorphic hearts. (B) Scatterplot showing the top genes between the wild‐type versus BubR1 hypomorphic dataset and healthy donor versus heart failure dataset. (C) GO analysis carried out on biological processes of the top commonly upregulated genes. (D) GO analysis carried out on biological processes of the top commonly downregulated genes. (E) Immunoblot analysis of Nppa levels in wild‐type and BubR1 hypomorphic hearts. (F) Quantification of Nppa levels shown in E (*n* = 3). (G) Immunoblot analysis of the BubR1 levels in sham and LAD surgery mice model of heart failure. (H) Quantification of BubR1 shown in G (*n* = 3). (I) Immunoblot analysis of the BubR1 levels in healthy donor hearts and heart samples from heart failure patients. (J) Quantification of BubR1 shown in I (*n* = 3). Statistical significance was calculated by Student's *t*‐test. Error bars represent mean ± SEM. **p < 0.01, ***p < 0.001.

To further investigate the role of BubR1 in cardiac pathology, we assessed its expression in mouse models of heart failure. Age‐matched 16‐week‐old mice underwent either a sham surgical procedure or left anterior descending (LAD) coronary artery ligation to induce heart failure. Immunoblotting revealed elevated levels of Nppa, confirming the induction of heart failure‐associated molecular changes (Figure 6G, Figure S10G). Notably, BubR1 levels were significantly downregulated in the LAD‐ligated group, indicating that BubR1 reduction may be a component of the molecular alterations occurring during cardiac anomalies that occur during heart failure (Figure 6G,H). Next, we investigated whether a similar trend exists in human heart failure samples to assess the translational significance of BubR1 in heart disease. Interestingly, BubR1 levels were significantly reduced in the heart failure cohort compared to age‐matched donor hearts (Figure 6I,J). Concurrently, the heart failure marker Nppa was markedly elevated in the heart failure group, consistent with molecular changes associated of heart failure (Figure S10H).

We also compared senescence profiles of BubR1 hypomorphic hearts and LAD hearts. Immunoblot analysis revealed that LAD hearts exhibit elevated levels of senescence markers, including β‐galactosidase, p53, IL‐6, and p21, similar to BubR1 hypomorphic hearts (Figure S11A–F). LAD hearts also displayed a significant upregulation of Prom2, a cardiomyocyte‐specific senescence marker, suggesting that cardiomyocytes contribute to the senescence burden in the LAD model (Figure S11A,F). In contrast, BubR1 hypomorphic hearts do not show increased Prom2 expression (Figure S6E).

Heart failure is characterized by extensive remodeling of the cytoskeletal architecture, which includes an increase in the density of key cytoskeletal proteins such as desmin, tubulin, and actin (Schaper et al. 1991). These alterations impose additional mechanical load on the myocardium and restrict movement of the sarcomeres (Schaper et al. 1991). Our analysis of heart failure patient samples revealed a significant increase in tubulin levels (Figure S12A,B), consistent with findings previously reported in cardiac conditions such as hypertrophic and dilated cardiomyopathy (Schaper et al. 1991). Additionally, desmin, an intermediate filament protein predominant in skeletal muscle, was significantly elevated in the human heart failure cohort (Figure S12A,C). Notably, several faster migrating species of desmin were observed below the expected full‐length desmin molecular weight (Figure S12A), suggesting the accumulation of post‐translationally modified and truncated desmin proteins that are prone to degradation (Rainer et al. 2018). To further investigate these changes, we examined cytoskeletal protein levels in BubR1 hypomorphic hearts and found a significant increase in β‐actin and desmin while tubulin was not altered in the BubR1 hypomorphic hearts (Figure S12D–F). The elevation of β‐actin is associated with hypertrophic myocardium (Balasubramanian et al. 2010). Immunostaining for α‐actinin, a sarcomeric marker, revealed disorganized and discontinuous sarcomere structures in BubR1 hypomorphic hearts, contrasting with the well‐aligned striations in wild‐type hearts (Figure S12G,H). Overall, our data suggest that BubR1 insufficiency in mice induces remodeling and disorganization of the cytoskeletal structure, similar to changes observed in human heart failure, although specific proteins affected differ between species. However, the consistent upregulation of desmin across species, together with GO enrichment of cytoskeletal pathways, including alterations in myofibril assembly, sarcomere organization, and muscle contraction, highlights a conserved disruption of cytoskeletal architecture (Figure 1F,G, Figure S2C, and S3C,D).

### 2.7 BubR1 Depletion in AC16 Cardiomyocytes Induces Hypertrophy but Not Senescence

BubR1 hypomorphic animals exhibit multiple age‐associated phenotypes, making it challenging to determine whether the cardiac defects observed in BubR1 hypomorphic hearts are a direct consequence of BubR1 deficiency or a secondary effect of systemic aging and whole‐body functional decline. To address this, we recapitulated BubR1 deficiency in the human AC16 cardiomyocyte cell line using shRNA‐mediated BubR1 depletion. Immunoblotting analysis revealed that depleting BubR1 in AC16 cells led to a significant upregulation of Nppa (Figure S13A). Similarly, desmin expression was also elevated in BubR1 shRNA‐expressing cardiomyocytes, consistent with the upregulation of desmin observed in BubR1 hypomorphic hearts (Figure S13A). Since BubR1 hypomorphic hearts exhibit cardiac hypertrophy and we detected upregulation of key hypertrophy markers including Nppa, we assessed cellular hypertrophy using Phalloidin staining (Figure S13A). Quantification of cell surface area showed that BubR1 depleted AC16 cells had a significantly larger cell area compared to control cells (Figure S13B,C).

Next, we determined whether reducing BubR1 levels in AC16 cells induces senescence. Interestingly, the SA‐β‐gal assay showed no significant difference between control and BubR1‐depleted cells (Figure S13D,E). Similarly, senescence markers such as p21 and p53 levels remained unchanged (Figure S13F). The expression of Prom2 was minimal and not altered between control and BubR1‐depleted cells, suggesting that BubR1 reduction does not induce senescence in AC16 cardiomyocytes (Figure S13F). Overall, BubR1 insufficiency appears to drive cardiac phenotypes, including hypertrophy, elevated expression of the heart failure marker Nppa, and increased cytoskeletal proteins such as desmin, which may be independent of its effects on senescence.

## 3 Discussion

Reduced expression of BubR1 in mice has been shown to accelerate aging and age‐related phenotypes, such as cachectic dwarfism, cataracts, and reduced lifespan (Baker et al. 2004). These mice also exhibit cardiac abnormalities, including arrhythmias, prolonged QT syndrome, and reduced tolerance to cardiac stress, conditions that become more prevalent with age (Baker et al. 2013; North et al. 2014). Despite these observations, the specific structural and molecular consequences of BubR1 deficiency in the heart remain unexplored. In this study, we used young adult BubR1 hypomorphic mice to uncover the structural, cellular, and transcriptomic alterations in their cardiac system and determine their potential relevance to cardiac aging and heart failure.

We found that similar to many other tissues, BubR1 naturally declines with age in the heart. Given that BubR1 insufficiency leads to multiple cardiac defects, this natural decline may contribute to the increased prevalence of cardiovascular diseases in aging populations. Interventions that stabilize BubR1 levels in the aging myocardium may offer a promising strategy to mitigate the rise in CVDs. Supporting this notion, transgenic mice that sustain BubR1 expression levels exhibit increased cardiac stress tolerance and reduced interstitial fibrosis (Baker et al. 2013). BubR1 degradation is regulated by acetylation at lysine K668 through the action of acetylase CBP (CREB‐binding protein), while the NAD^+^‐dependent deacetylase SIRT2 targets BubR1 for deacetylation to promote its stabilization (North et al. 2014). Treatment with the NAD^+^ precursor NMN (nicotinamide mononucleotide) reverses the age‐dependent decline of BubR1 (North et al. 2014). Therefore, NMN supplementation could be a method of stabilizing BubR1 in the aging heart. Interestingly, our analysis of BubR1 levels across the lifespan revealed that BubR1 is more stable in female hearts compared to male hearts. If this sex‐dependence in rate of BubR1 decline is also present in human hearts, this observation aligns with the fact that heart failure prevalence is higher in males aged 45–64 compared to females, while the prevalence becomes similar in both sexes after age 75 (Mehta and Cowie 2006). Thus, this rapid decline of BubR1 in males may contribute to the higher incidence of heart failure during middle age. Interestingly, male BubR1 hypomorphic mice were also more responsive to enhanced survival mediated by ectopic SIRT2 expression (North et al. 2014). In summary, the natural age‐related decline of BubR1 in the heart warrants further investigation to elucidate its full impact on cardiac health.

Cellular and tissue analysis demonstrated that BubR1 hypomorphic hearts suffer from cardiac hypertrophy, fibrosis, and heightened senescence, which accumulates when cells age, suggesting that cardiac phenotypes in a BubR1 deficient heart could be a result of accelerated aging. One hallmark of aging is the reactivation of the fetal gene signature (Foulquier et al. 2018). During cardiac remodeling in response to heart failure, the activation of fetal genes represents a pathological attempt by the heart to cope with increased stress and damage (Dirkx et al. 2013). Despite initial protective intents, the persistent expression of fetal genes in the failing heart contributes to detrimental changes in myocardial structure and function (Dirkx et al. 2013). Our differential gene expression analysis revealed that genes associated with the Wnt signaling pathway are upregulated in both BubR1 hypomorphic and human heart failure datasets. Since Wnt signaling regulates cardiomyocyte proliferation during cardiac development, its reactivation is a critical part of the fetal gene reactivation process (Edwards et al. 2020; Foulquier et al. 2018). BubR1 and its binding partner Mad2 have been implicated in insulin signaling through their role in insulin receptor endocytosis (Choi et al. 2016). The upregulation of Wnt‐related genes observed in BubR1 hypomorphic hearts may be a result of changes in insulin signaling (Tian et al. 2021), a connection that could be explored in future studies. Similarly, the heightened expression of Nppa is also part of the fetal gene reactivation program since Nppa is expressed in the developing embryonic heart but is strongly reduced in the ventricle post‐birth (Houweling et al. 2005). However, Nppa expression is highly upregulated in the adult heart undergoing cardiac stress such as during heart failure (Horsthuis et al. 2008). Our comparative analysis showed that Nppa was the topmost upregulated common gene in both the BubR1 hypomorphic and the human heart failure datasets. Overall, BubR1 insufficiency leads to transcriptomic changes akin to heart failure. Given it has been postulated that the BubR1 hypomorphic mice die in a manner reminiscent of sudden cardiac death due to cardiac conduction defects (Baker et al. 2013; North et al. 2014), our results based on transcriptomic profiling suggest that a reduction in BubR1 levels may establish a pre‐heart failure state.

Our analysis of BubR1 in the LAD heart failure model revealed that BubR1 protein levels decline with heart failure induction. Similarly, human heart failure samples exhibited markedly reduced BubR1 levels compared to healthy donor hearts, suggesting that BubR1 downregulation may be a critical component of heart failure pathology. To further investigate this, we depleted BubR1 in human cardiomyocytes and observed increased expression of desmin and Nppa. Furthermore, BubR1‐depleted cardiomyocytes exhibited a significant increase in cell surface area, reinforcing the role of BubR1 in regulating cardiomyocyte hypertrophy. Cytoskeletal remodeling, including microtubule densification and desmin aggregation, is a known feature of heart failure that disrupts sarcomere function, leading to reduced contractility and an increased likelihood of heart failure (Rainer et al. 2018; Schaper et al. 1991). Moreover, our bulk RNA sequencing data suggest that processes related to cytoskeletal architecture are disrupted in BubR1 hypomorphic hearts, further supporting the role of BubR1 in cytoskeletal remodeling. Despite these changes, BubR1 reduction on its own did not elevate senescence in vitro in AC16 cardiomyocytes. This observation is further supported by the observation that BubR1 hypomorphic mice do not express Prom2, a cardiomyocyte‐specific senescence marker, implying that the cardiac defects observed in BubR1 hypomorphic hearts are not likely to be secondary effects of heightened cardiomyocyte senescence. This stands in contrast to the LAD‐induced myocardial infarction model, in which BubR1 downregulation coincides with Prom2 upregulation, indicative of cardiomyocyte senescence. This suggests that the senescent cell burden in BubR1 hypomorphic hearts may arise from non‐cardiomyocyte populations, such as endothelial or fibroblast cells. Another plausible explanation could be that BubR1 downregulation alone is not sufficient to trigger senescence under baseline conditions but rather sensitizes cardiomyocytes to undergo senescence in response to additional stressors, such as ischemic injury induced by LAD ligation. Further studies will be needed to test this hypothesis.

While the most well characterized function of BubR1 is to regulate mitotic progression through controlling the SAC, our data suggest additional non‐mitotic roles for BubR1. Further supporting the idea that SAC proteins such as BubR1 have non‐mitotic functions in post‐mitotic tissues, a recent study demonstrated that SAC proteins suppress dendritic microtubule dynamics in post‐mitotic neurons (Hertzler et al. 2020). This finding highlights that SAC proteins can serve structural and regulatory roles in fully differentiated, non‐dividing cells, which is particularly relevant in the context of cardiomyocytes. Given that cytoskeletal integrity is crucial for cardiac function, these findings provide further rationale for exploring the role of BubR1 beyond mitosis in the adult heart. Future studies should investigate interventions targeting cytoskeletal proteins in BubR1‐deficient hearts to elucidate the role of this mechanism in cardiac function and pathology.

While we focused our analysis on transcriptomic changes in the hearts of BubR1 hypomorphic mice, one limitation of this study is that functional consequences in parallel cohorts were not assessed. Previous studies have demonstrated that BubR1 hypomorphic mice display cardiac dysfunction, including ECG abnormalities such as a prolonged QT interval (North et al. 2014), whose prevalence increases with age (Guettler et al. 2019; Reardon and Malik 1996). However, we did not examine whether this specific cohort of BubR1 hypomorphic animals displayed similar ECG abnormalities as observed previously (North et al. 2014), although they are on the same genetic background. Nonetheless, our transcriptomic analysis revealed enrichment of disease signatures not only for heart failure, but also for long QT syndrome in BubR1 hypomorphic hearts. Notably, *Kcne1*, a gene associated with long QT syndrome which is involved in the regulation of cardiac repolarization, was significantly upregulated in BubR1 hypomorphic hearts (Watanabe et al. 2007) (Figure 1D,E). This supports a mechanistic link between BubR1 deficiency and altered electrophysiological properties of the heart. Future studies incorporating functional longitudinal analysis by echocardiography and electrophysiological assessments in BubR1 hypomorphic hearts, or conditional BubR1 knockouts that lack BubR1 in the adult heart or within specific subsets of cardiomyocytes, would be useful to further validate these associations and determine the extent to which the transcriptomic changes reflect relevant pathophysiological phenotypes seen in the heart in response to aging and heart failure.

Collectively, our study positions BubR1 as a potential key player in maintaining adult cardiac structure and function. Therefore, its decline may serve as both a biomarker and a potential therapeutic target for heart anomalies, particularly those exacerbated by aging.

## 4 Methods

### 4.1 Animals

We utilized 16‐week‐old mice of both sexes in all our studies. All mice were bred and maintained on a C57BL/6J (Jackson Laboratories) background at the AAALAC‐accredited Creighton University animal resource facility. Experiments using BubR1 hypomorphic mice were carried out under the authority of and approval by the Creighton University Institutional Animal Care and Use Committee Policies and Procedures. LAD and sham surgery were carried out at UNMC under the approval of the UNMC Institutional Animal Care and Utilization Committee.

### 4.2 RNA Isolation and Bulk RNA Sequencing

Total RNA from hearts was isolated using the RNeasy Fibrous Tissue Kit (Qiagen, 74704). Briefly, 10 mg of heart tissue was cut from the apex and lysed following the manufacturer's protocol. RNA integrity (RIN) was assessed using the Agilent TapeStation 4200, and samples with a RIN value > 8.0 were sequenced with Illumina Hiseq 4000 through LC Sciences. Quality control of the raw sequencing data was performed using FastQC. The fastq reads were aligned to the mouse reference genome GRCm38/mm10 using HiSat2 and quantified with StringTie. Subsequent analysis was performed in RStudio (version 4.4.0) using Bioconductor and the DESeq2 package. Differential gene expression analysis identified significantly dysregulated genes, which were visualized with heatmaps and volcano plots using the “pheatmap” and “EnhancedVolcano” packages, respectively. Gene abundance values were calculated using DESeq2. To predict biological functions and diseases based on the differentially expressed genes, we used an enrichment analysis tool, Enrichr, to conduct GO and KEGG analysis (Chen et al. 2013).

### 4.3 Coronary Artery Ligation (LAD Surgery)

Induction of heart failure through myocardial infarction was performed as previously described (Gao et al. 2010). Hearts from both sham and LAD groups were collected 8 weeks post‐surgery for analysis. Briefly, mice were anesthetized with 2% isoflurane and a 1.2 cm incision was made in the skin over the left chest. A small hole was made on the fourth intercostal space providing access to the heart. The left coronary artery was located, sutured, and ligated with a 6–0 silk suture. The heart was repositioned within the thoracic cavity and the open wound was closed with suture. Post operative recovery was quick and occurred within 5 min of surgery. Sham surgery underwent the same procedure without the occlusion of the left coronary artery.

### 4.4 Heart Failure Patient Samples

Samples were obtained in compliance with institutional review board approvals and collected as deidentified samples through the Nebraska Cardiovascular Biobank and Registry at the University of Nebraska Medical Center (PRO643‐17‐EP). Samples collected during rapid autopsy (non‐failing) or at time of heart transplant (failing) were placed in cardioplegia solution on ice and transported to the research laboratory for processing. Tissues were dissected and cryopreserved in a solution of 10% dimethyl sulfoxide, 10% fetal bovine serum, 80% Dulbecco's Modified Eagle Medium, and stored in liquid nitrogen until use (Luecke et al. 2023; Wojtkiewicz et al. 2022). Further patient details are provided in Table S4.

### 4.5 Statistics

All graphs represent +/− SEM. The difference between two means were analyzed using two‐tailed unpaired Student's *t*‐test in GraphPad Prism version 10. A *p* value < 0.05 were deemed to be statistically significant. Statistical analysis of differential gene expression in the bulk RNA sequencing data was performed using the DESeq2 package. The significance threshold for the identification of differentially expressed genes was set as *p* < 0.05.

## Author Contributions

Renju Pun, Michael H. Kim, and Brian J. North: conceptualization. Renju Pun, Aliya L. Haas, Aradhana Thapa, Sylar R. Takafuji, Rexton M. Suzuki, Gabrielle F. kay, Li Zheng, Michelle Waknitz, and Brian J. North: investigation. Aliya L. Haas and Renju Pun: bioinformatics. Renju Pun and Brian J. North: writing. Renju Pun, Darren J. Baker, Jan M. van Deursen, Paul L. Sorgen, Rebekah L. Gundry, and Brian J. North: review and editing. Michael H. Kim and Brian J. North: funding acquisition.

## Conflicts of Interest

Darren J. Baker and Jan M. van Deursen have a potential financial interest related to this research. Jan M. van Deursen is a cofounder of Unity Biotechnology, and both Darren J. Baker and Jan M. van Deursen are co‐inventors on patents held by Mayo Clinic, patent applications licensed to or filed by Unity Biotechnology, and a Unity Biotechnology shareholder. Research in the Baker laboratory has been reviewed by the Mayo Clinic Conflict of Interest Review Board and is being conducted in compliance with Mayo Clinic Conflict of Interest policies. The other authors have no conflicts interest to declare.

## Supporting information

Appendix S1.

**Table S1.** Significantly upregulated and downregulated genes in BubR1 hypomorphic hearts compared to wild‐type hearts (Sheet 1). Significantly upregulated and downregulated genes in male BubR1 hypomorphic hearts compared to wild‐type hearts (Sheet 2). Significantly upregulated and downregulated genes in female BubR1 hypomorphic hearts compared to wild‐type hearts (Sheet 3).

**Table S2.** Significantly upregulated and downregulated genes in young (4‐month‐old) and aged (22‐month‐old) hearts (Sheet 1). Common upregulated and downregulated genes between BubR1 hypomorphic hearts and aged mouse hearts (Sheet 2).

**Table S3.** Significantly upregulated and downregulated genes in heart failure patient samples compared to healthy donor hearts (Sheet 1). Common upregulated and downregulated genes between BubR1 hypomorphic hearts and heart failure patient samples (Sheet 2).

**Table S4.** Clinical details of the healthy donor individuals and heart failure patients.

## Data Availability

The data that support the findings of this study are openly available in NCBI Gene Expression Omnibus at https://www.ncbi.nlm.nih.gov/geo/, reference number GSE277997.

# Supplementary material for: BubR1 Insufficiency Drives Transcriptomic Alterations and Pathology Associated With Cardiac Aging and Heart Failure
**Source:** Aging Cell. 2025 Jul 3;24(9):e70160. doi: 10.1111/acel.70160
**Supplement:** Supplementary file 1 — Appendix S1.

**Supplemental Material:**

**BubR1 Insufficiency Drives Transcriptomic Alterations and Pathology Associated with  
Cardiac Aging and Heart Failure**

Renju Pun<sup>1</sup>, Aliya L. Haas<sup>1</sup>, Aradhana Thapa<sup>1</sup>, Sylar R. Takafuji<sup>1</sup>, Rexton M. Suzuki<sup>1</sup>, Gabrielle F. Kay<sup>1</sup>, Li Zheng<sup>2</sup>, Michelle Waknitz<sup>3</sup>, Michael H. Kim<sup>4</sup>, Darren J. Baker<sup>5</sup>, Jan M. van Deursen<sup>5</sup>, Paul L. Sorgen<sup>2</sup>, Rebekah L. Gundry<sup>3</sup>, and Brian J. North<sup>1,\*</sup>

## Supplementary Figures and Legends:

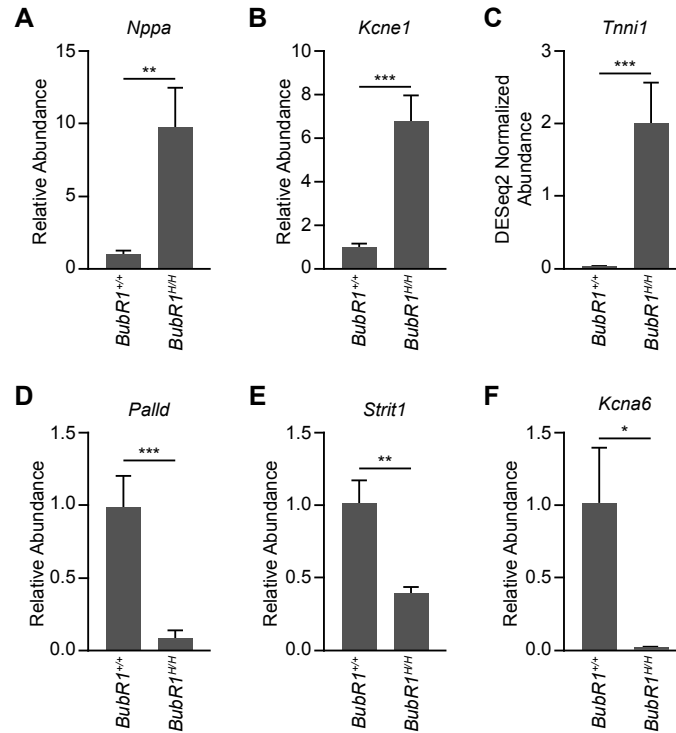

**Figure S1: Dysregulation of genes related to cardiac function in *BubR1* hypomorphic hearts.** A-B. Gene expression (abundance) of significantly upregulated genes based on DESeq2 analysis normalized against the wild-type samples in *Nppa* (A) and *Kcne1* (B). C. DESeq2-normalized gene expression of *Tnni1* (expression wild-type hearts is 0 for all replicates). D-F. Gene expression (abundance) of significantly downregulated genes based on DESeq2 analysis normalized against the wild-type samples in *Palld* (D), *Strit1* (E), and *Kcna6* (F). Statistical significance was calculated by Student's *t*-test. Error bars represent mean ± SEM (n=6). \* *p* < 0.05, \*\* *p* < 0.01, \*\*\* *p* < 0.001.

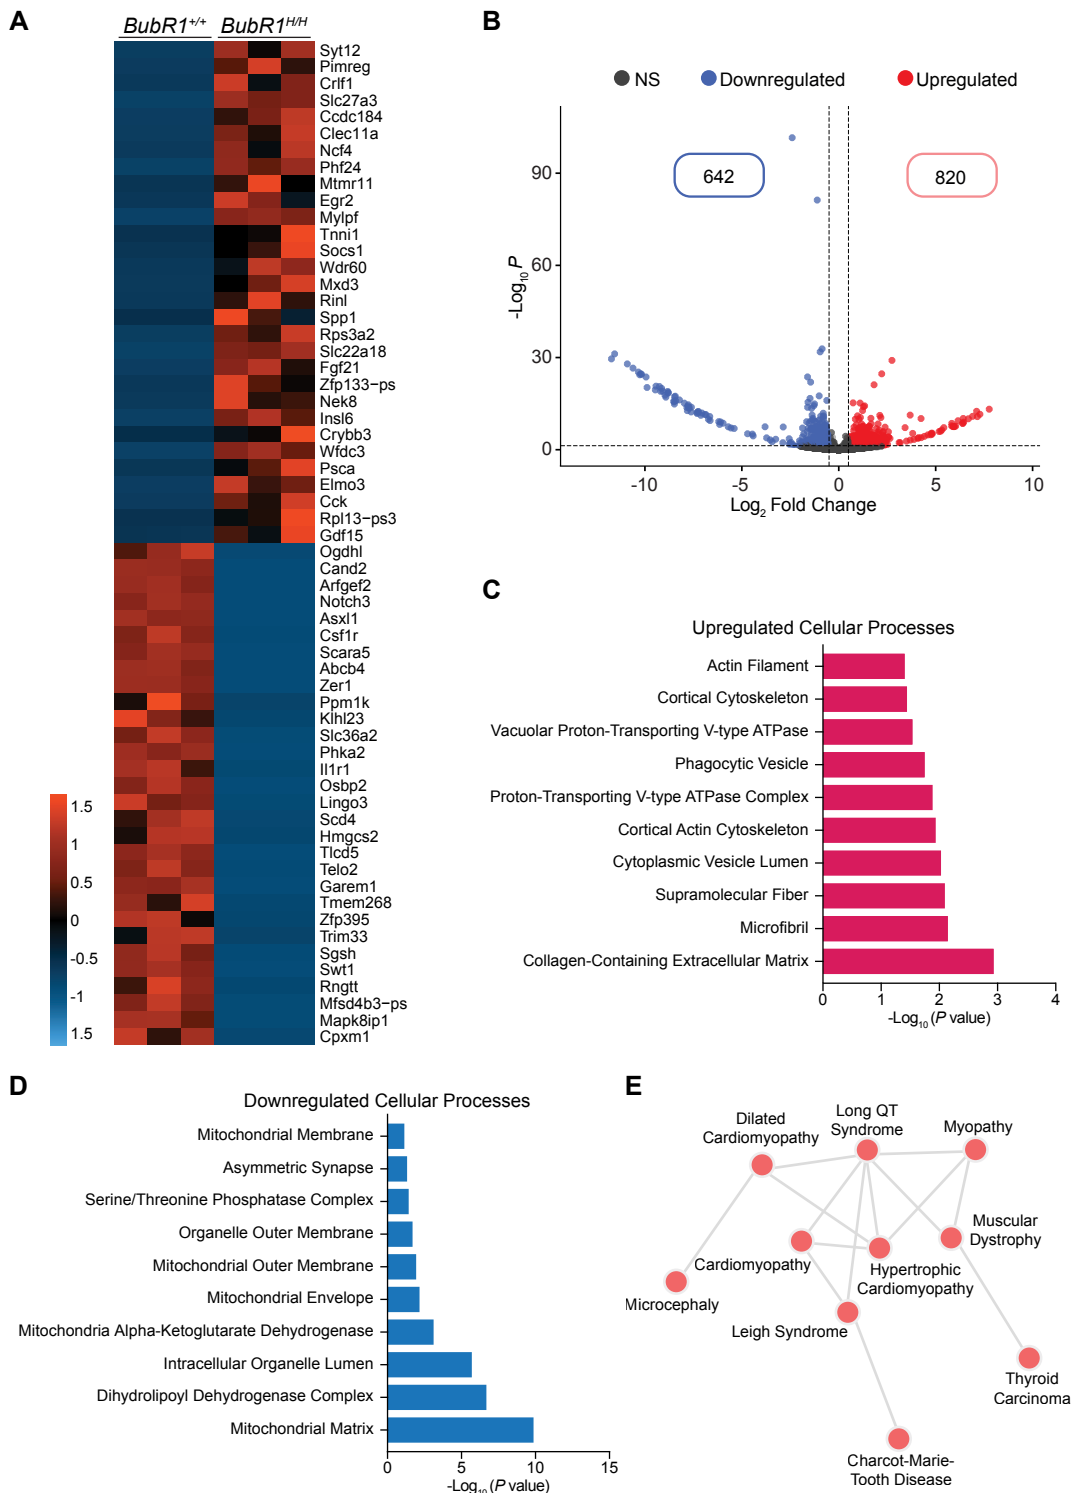

**Figure S2: Global transcriptomic alterations in male BubR1 hypomorphic hearts.** **A.** Heatmap of the top 30 upregulated and downregulated genes in male BubR1 hypomorphic hearts. **B.** Volcano plot showing the number of significantly dysregulated genes using a threshold of  $\log_2FC > 0.5$  and  $p$  value  $< 0.05$ . **C.** GO analysis carried out on biological processes of the top upregulated genes in the male BubR1 hypomorphic hearts. **D.** GO analysis carried out on biological processes of the top downregulated genes in the male BubR1 hypomorphic hearts. **E.** Diseased based Enrichr analysis on the top differentially dysregulated genes in the male BubR1 hypomorphic hearts.

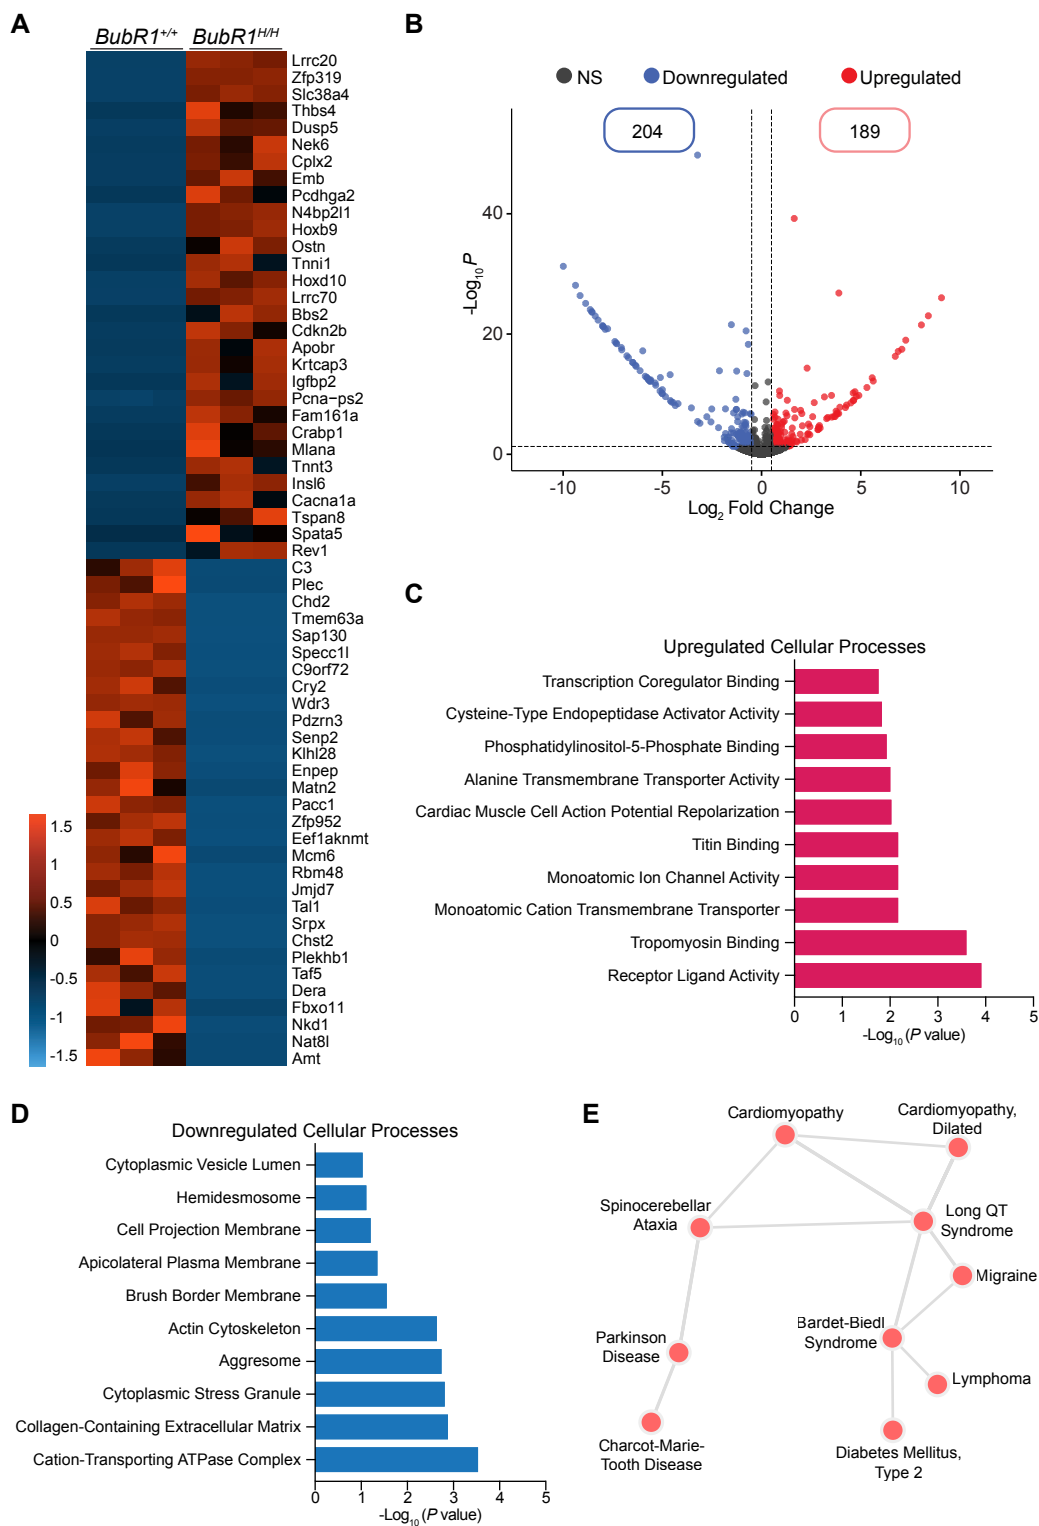

**Figure S3: Global transcriptomic alterations in female BubR1 hypomorphic hearts.** **A.** Heatmap of the top 30 upregulated and downregulated genes in female BubR1 hypomorphic hearts. **B.** Volcano plot showing the number of significantly dysregulated genes using a threshold of  $\log_2FC > 0.5$  and  $p$  value  $< 0.05$ . **C.** GO analysis carried out on biological processes of the top upregulated genes in the female BubR1 hypomorphic hearts. **D.** GO analysis carried out on biological processes of the top downregulated genes in the female BubR1 hypomorphic hearts. **E.** Diseased based Enrichr analysis on the top differentially dysregulated genes in the female BubR1 hypomorphic hearts.

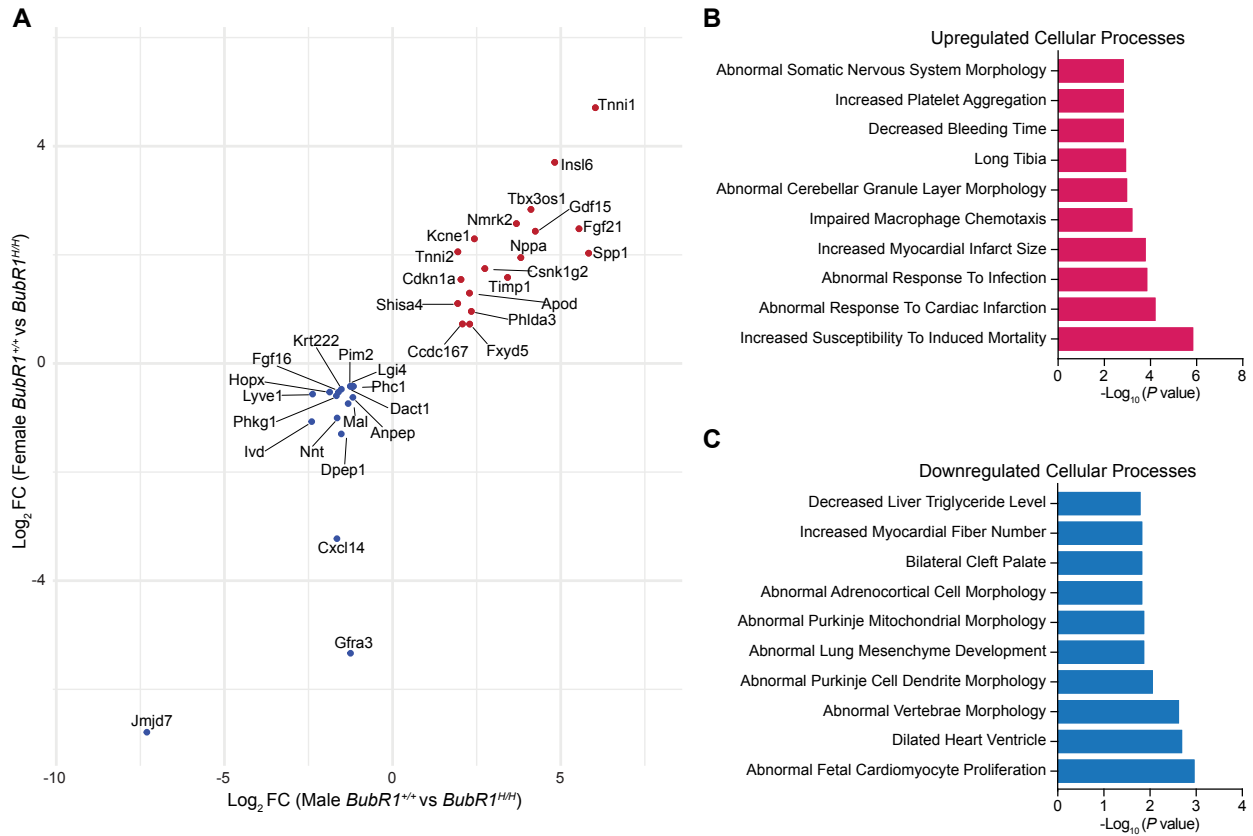

**Figure S4: Comparative analysis between male and female transcriptomic alterations. A.** Scatterplot showing the top upregulated and downregulated genes between the male and female datasets. **B.** GO analysis carried out on biological processes of the top commonly upregulated genes **C.** GO analysis carried out on biological processes of the top commonly downregulated genes in the male and female BubR1 hypomorphic hearts.

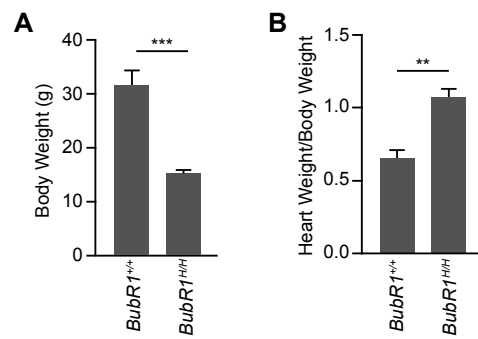

**Figure S5: Cardiac hypertrophy analysis of BubR1 hypomorphic hearts. A.** Comparison of heart weight between wild-type and BubR1 hypomorphic hearts. **B.** Ratio of heart weight to body weight in wild-type and BubR1 hypomorphic hearts. Statistical significance was calculated by Student's *t*-test. Error bars represent mean  $\pm$  SEM (n=6). \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ .

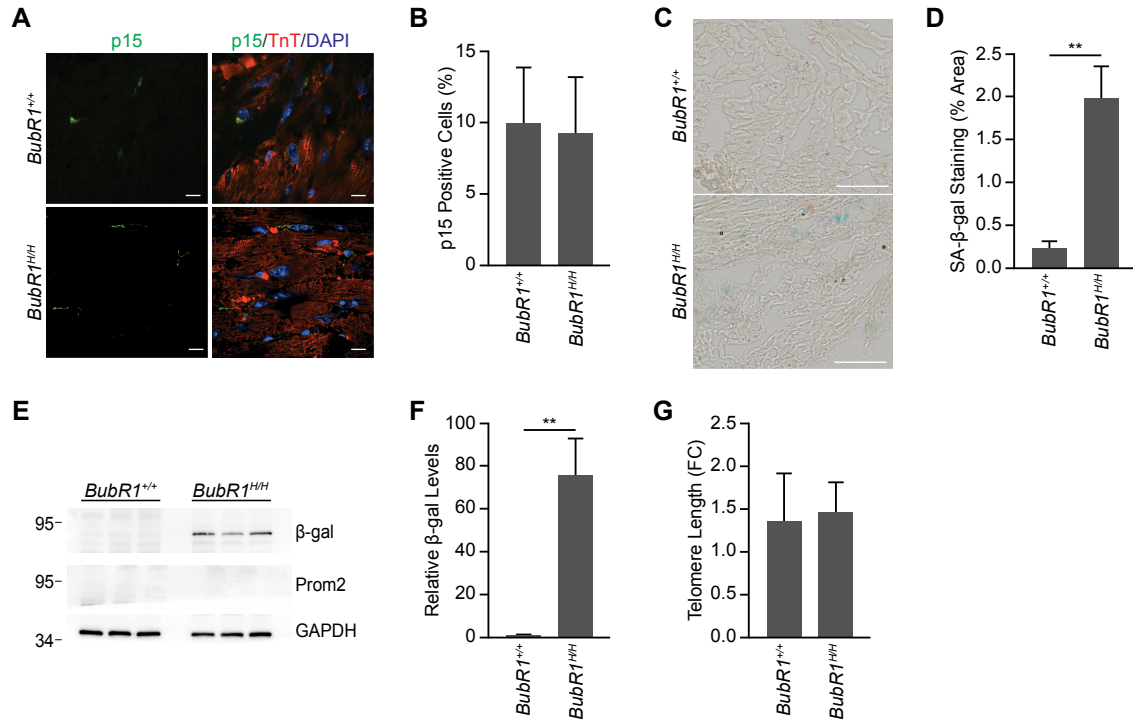

**Figure S6: Analysis of senescence markers in BubR1 hypomorphic hearts.** **A.** Confocal microscopy images of p15 positive cells present in wild-type and BubR1 hypomorphic hearts. Scale bar, 10μm. **B.** Quantification of percent of p15 positive cells (n=5). **C.** Representative images of SA-β-gal-stained frozen heart sections. Scale bar, 100μm. **D.** Percent area of SA-β-gal staining quantified through ImageJ software (n=4). **E.** Immunoblot showing the level of β-galactosidase and Prom2 in wild-type versus BubR1 hypomorphic hearts. **F.** Quantification of the relative level of β-gal based on E (n=3). **G.** Telomere length in 4-month-old hearts isolated from wild-type and BubR1 hypomorphic mice (n=7). Statistical significance was calculated by Student's *t*-test. Error bars represent mean ± SEM. ns = not significant. \*\* *p* < 0.01.

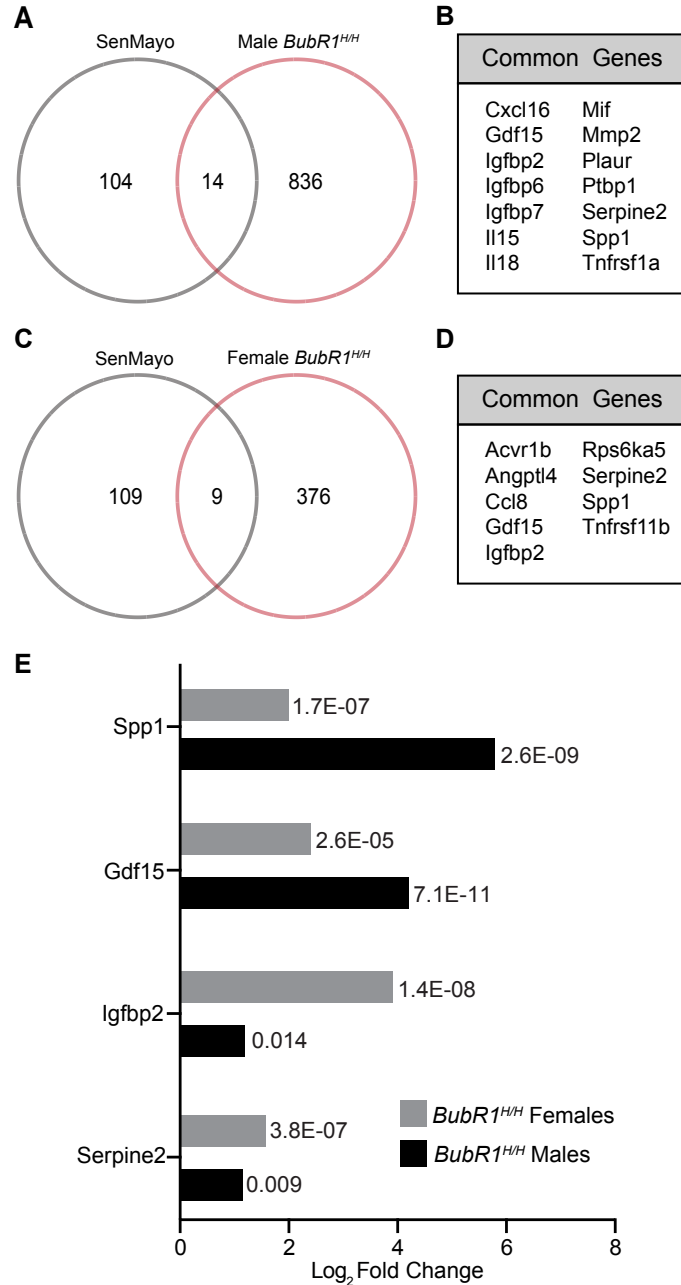

**Figure S7: Upregulated expression of SenMayo gene sets in male and female *BubR1* hypomorphic hearts.** **A.** Venn diagram showing the overlap between SenMayo genes and those upregulated in male *BubR1* hypomorphic hearts. All genes with a  $p$  value  $< 0.05$  were included in the Venn diagram analysis. **B.** List of shared genes identified in panel A. **C.** Venn diagram illustrating the overlap between SenMayo genes and those upregulated in female *BubR1* hypomorphic hearts. **D.** List of shared genes identified in panel C. **E.** Fold change of common SenMayo genes in male and female hypomorphic hearts relative to their wild-type controls, determined by DESeq analysis. Corresponding  $p$  values of the fold changes are indicated on the graph.

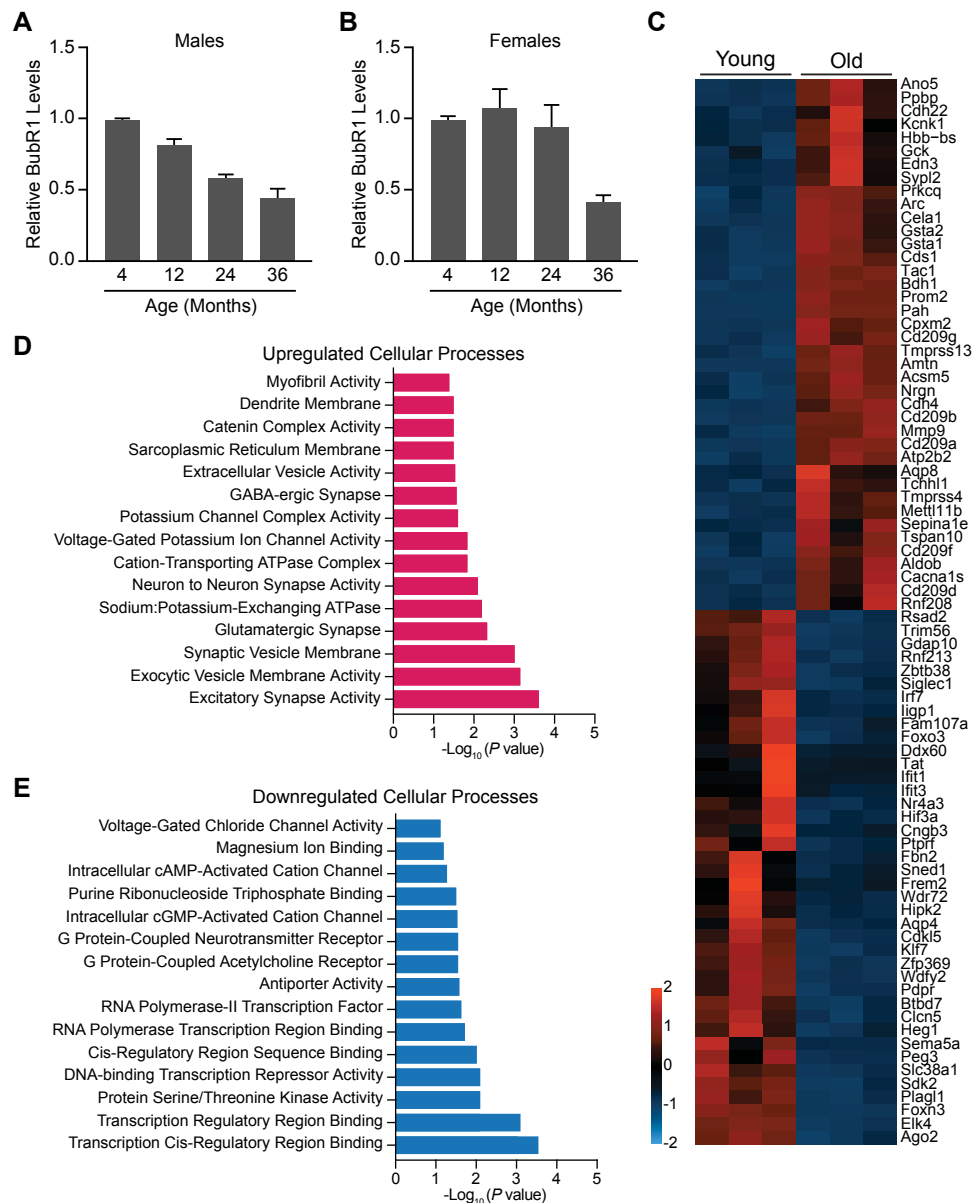

**Figure S8: Relative BubR1 levels across different ages and transcriptomic comparison between young and old hearts.** **A-B.** Relative BubR1 levels in male hearts (A) and female hearts (B) (n=2). **C.** Heatmap of the top 30 upregulated and downregulated genes in 22-month-old mouse hearts as compared to 4-month-old hearts. **D.** GO analysis carried out on biological processes of the top upregulated genes in the 22-month-old hearts. **E.** GO analysis carried out on biological processes of the top downregulated genes in the 22-month-old hearts. Error bars represent mean  $\pm$  SEM.

## Enriched Terms

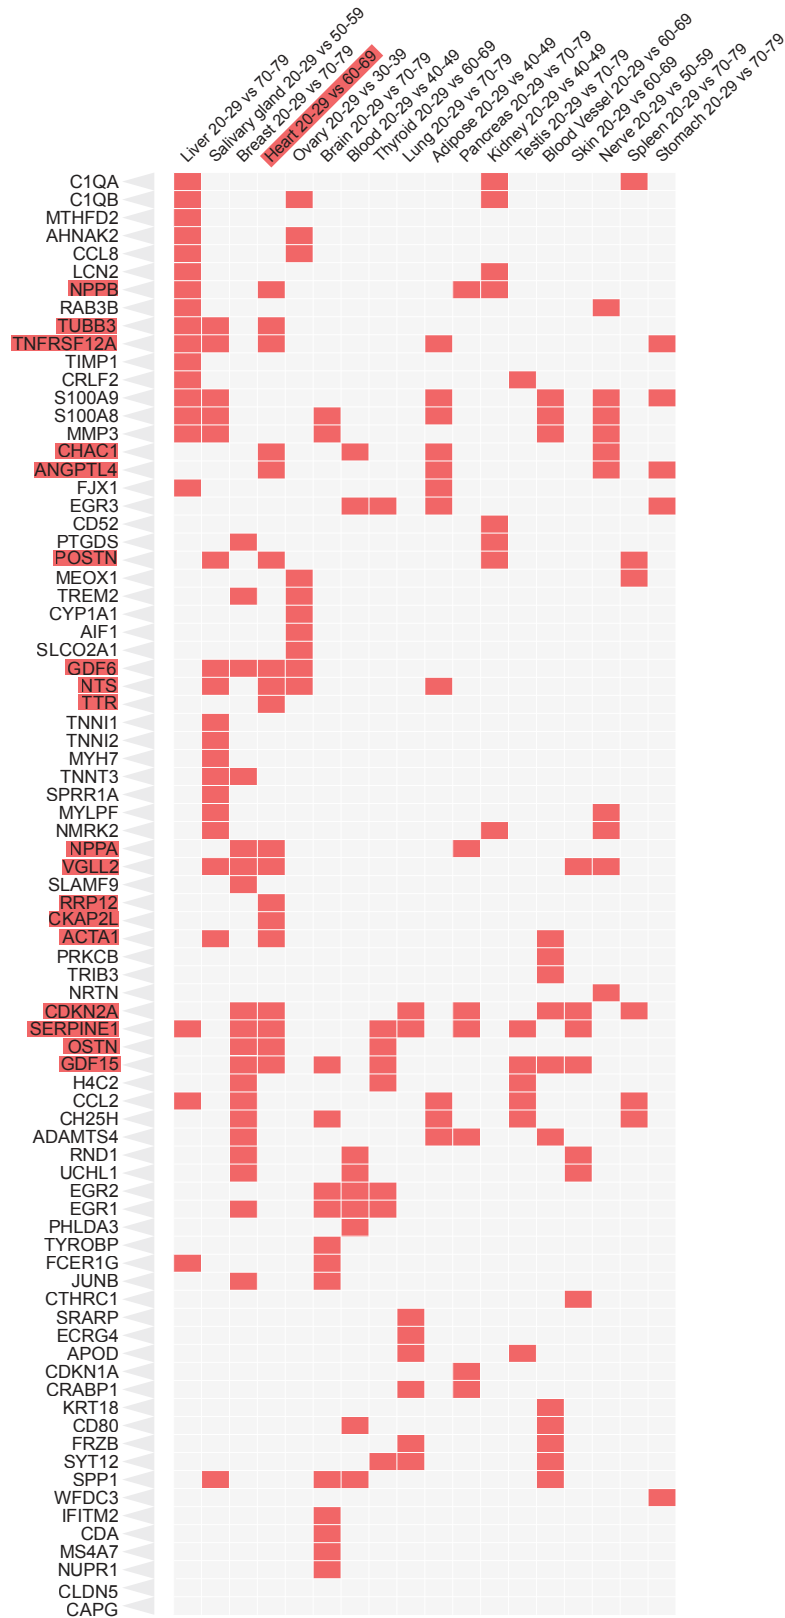

**Figure S9: GTEx analysis of overexpressed genes in BubR1 hypomorphic hearts.** GTEx based analysis of age associated genes in various organs. Genes which are correlated with age in the cardiac system are highlighted.

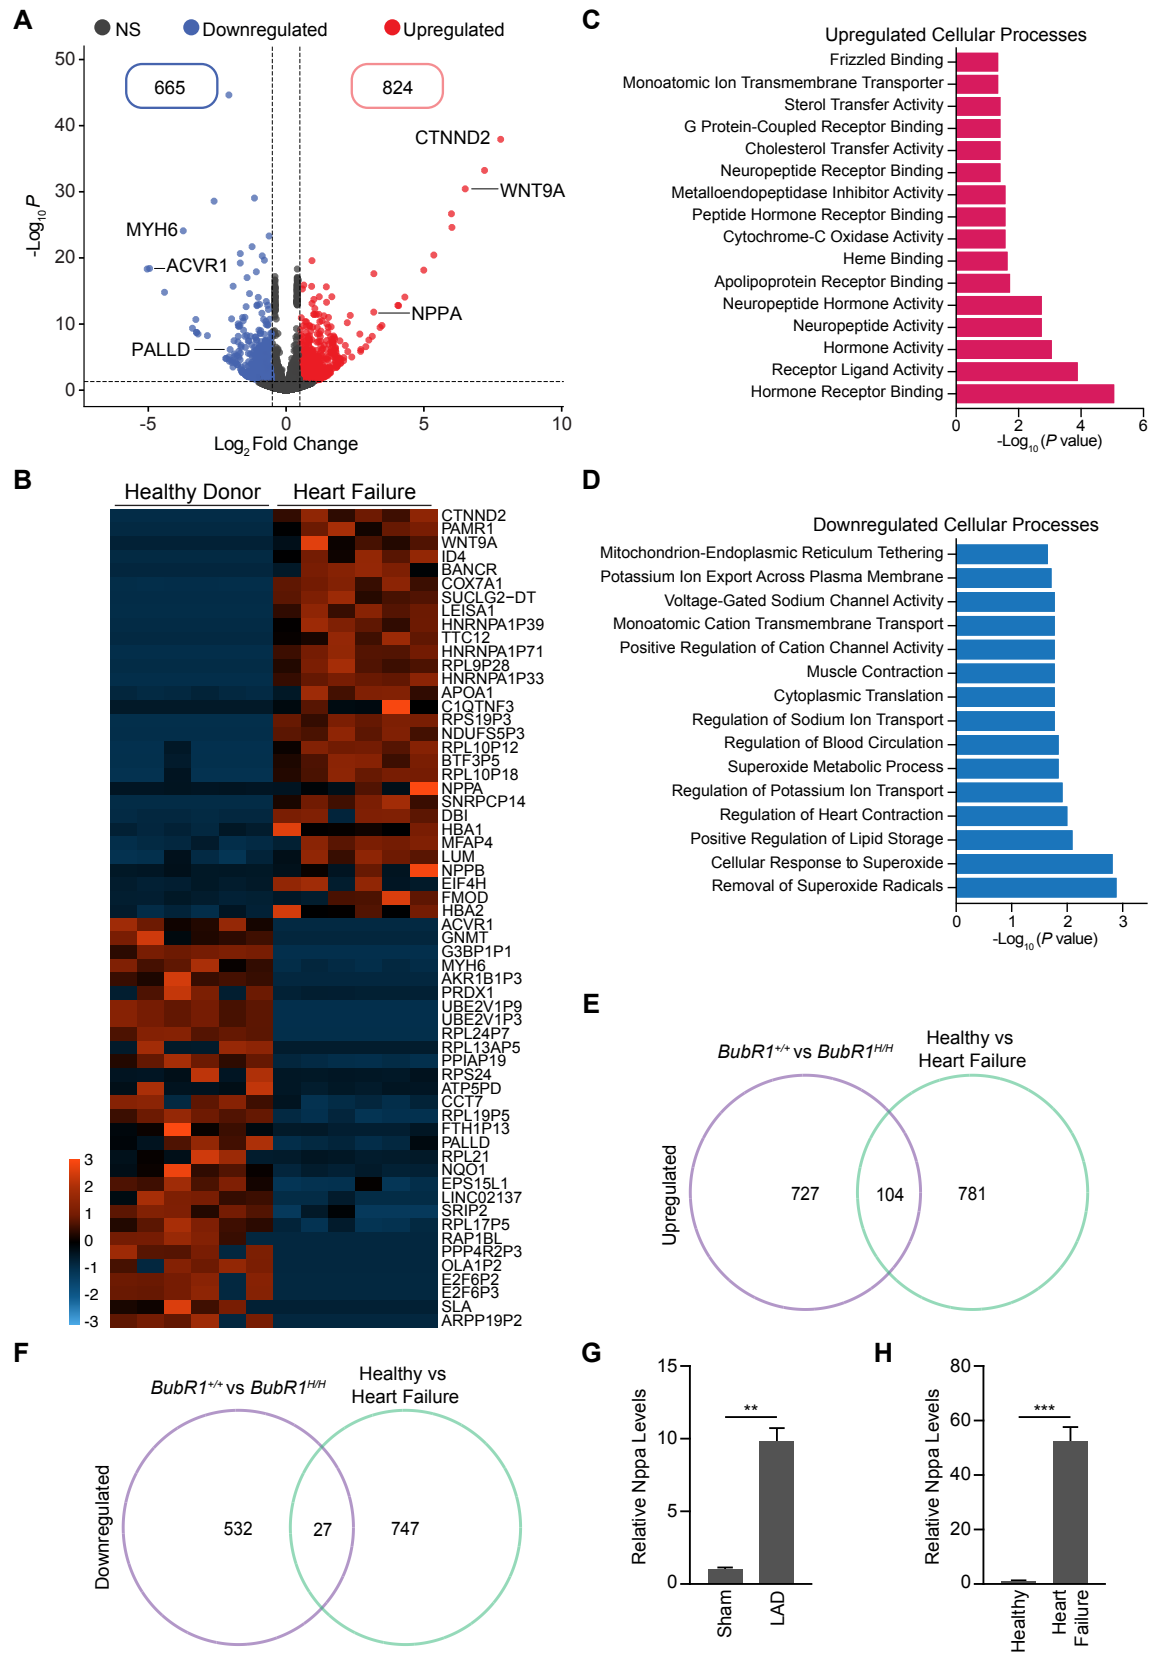

**Figure S10: Transcriptomic analysis of heart failure samples compared to healthy hearts.**

**A.** Volcano plot showing the number of significantly dysregulated genes in healthy donor hearts versus heart failure samples using a threshold of  $\log_2FC > 0.5$  and  $p$  value  $< 0.05$ . **B.** Heatmap of the top 30 upregulated and downregulated genes. **C.** GO analysis carried out on biological processes of the top upregulated genes in heart failure samples **D.** GO analysis carried out on biological processes of the top downregulated genes in heart failure samples. **E-F.** Venn-diagram showing the number of commonly (E) upregulated genes and (F) downregulated genes between the wild-type versus BubR1 hypomorphic dataset and healthy donor versus heart failure dataset. All genes with a  $p$  value  $< 0.05$  were included in the Venn-diagram analysis. **G.** Quantification of Nppa in LAD surgery induced heart failure mice hearts. **H.** Quantification of Nppa in heart failure patients compared to healthy donor hearts. Statistical significance was calculated by Student's  $t$ -test. Error bars represent mean  $\pm$  SEM ( $n=3$ ). \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ .

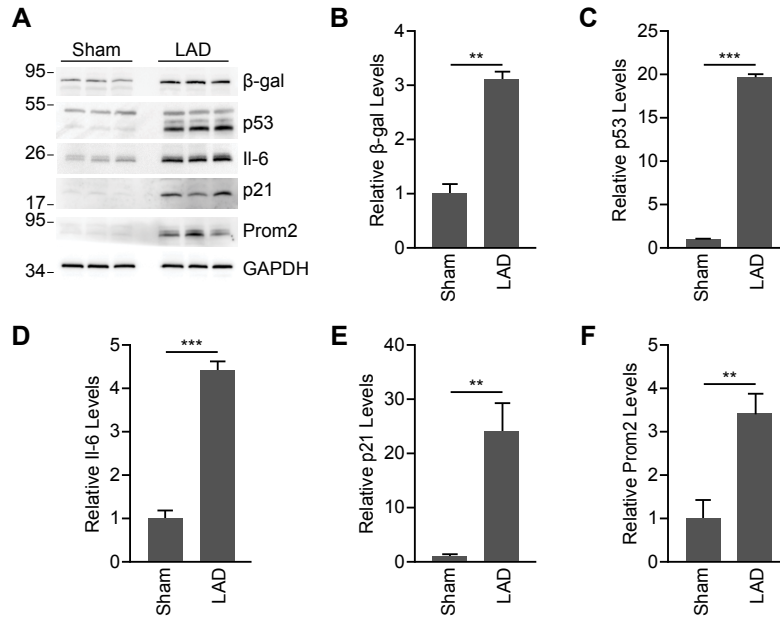

**Figure S11: Senescence marker levels in hearts isolated from LAD mouse model. A.** Immunoblot showing the levels of β-gal, p53, Il-6, p21, Prom2 in sham versus LAD hearts. **B-F.** Quantification of β-gal (B), p53 (C), Il-6 (D), p21 (E), and Prom2 (F) in LAD hearts. Statistical significance was calculated by Student's *t*-test. Error bars represent mean ± SEM (n=3). \*\* *p* < 0.01, \*\*\* *p* < 0.001.

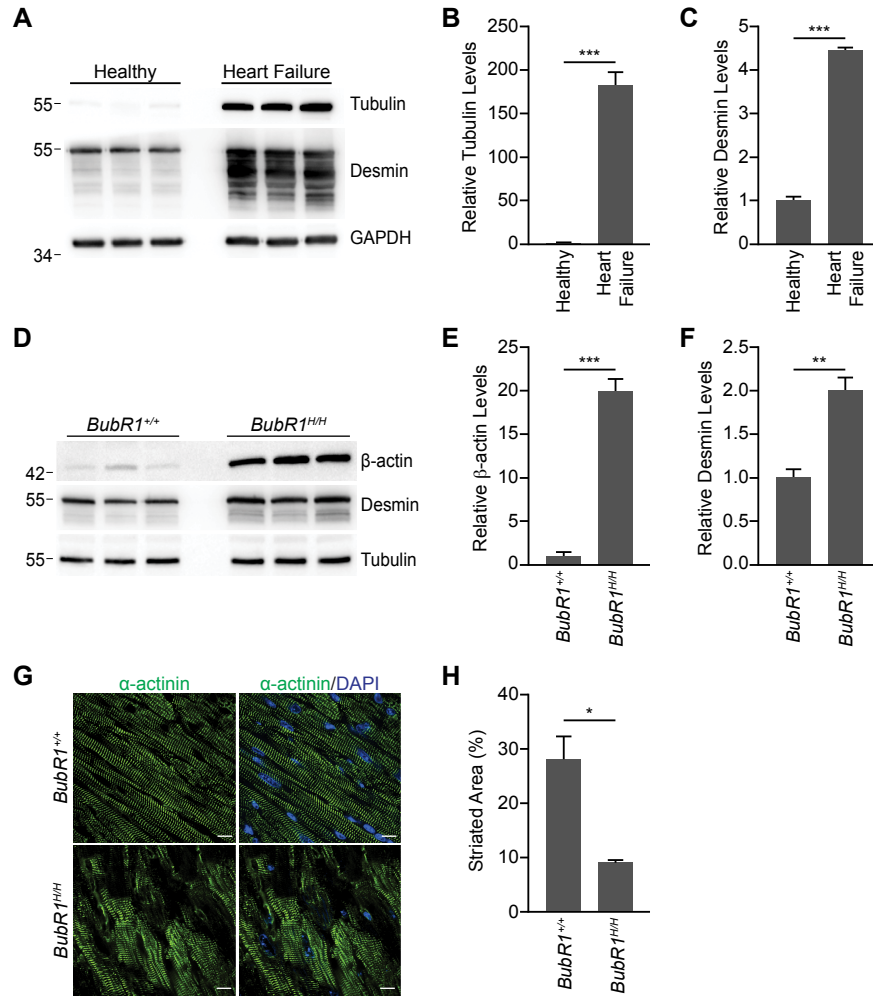

**Figure S12: Upregulation of cytoskeletal structural proteins in heart failure patients and BubR1 hypomorphic hearts.** **A.** Immunoblot showing the level of tubulin and desmin in heart failure patients and healthy donor hearts. **B-C.** Quantification of tubulin (B) and desmin (C) in heart failure samples compared to healthy donor hearts. **D.** Immunoblot of  $\beta$ -actin and desmin in wild-type and BubR1 hypomorphic hearts. **E-F.** Quantification of  $\beta$ -actin (E) and desmin (F) in wild-type and BubR1 hypomorphic hearts. **G.** Confocal microscopy images of sarcomere striations visualized with  $\alpha$ -actinin present in wild-type and BubR1 hypomorphic hearts. Scale bar, 10 $\mu$ m. **H.** Percent of striated area based on G (n=3). Statistical significance was calculated by Student's *t*-test. Error bars represent mean  $\pm$  SEM (n=3). \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ .

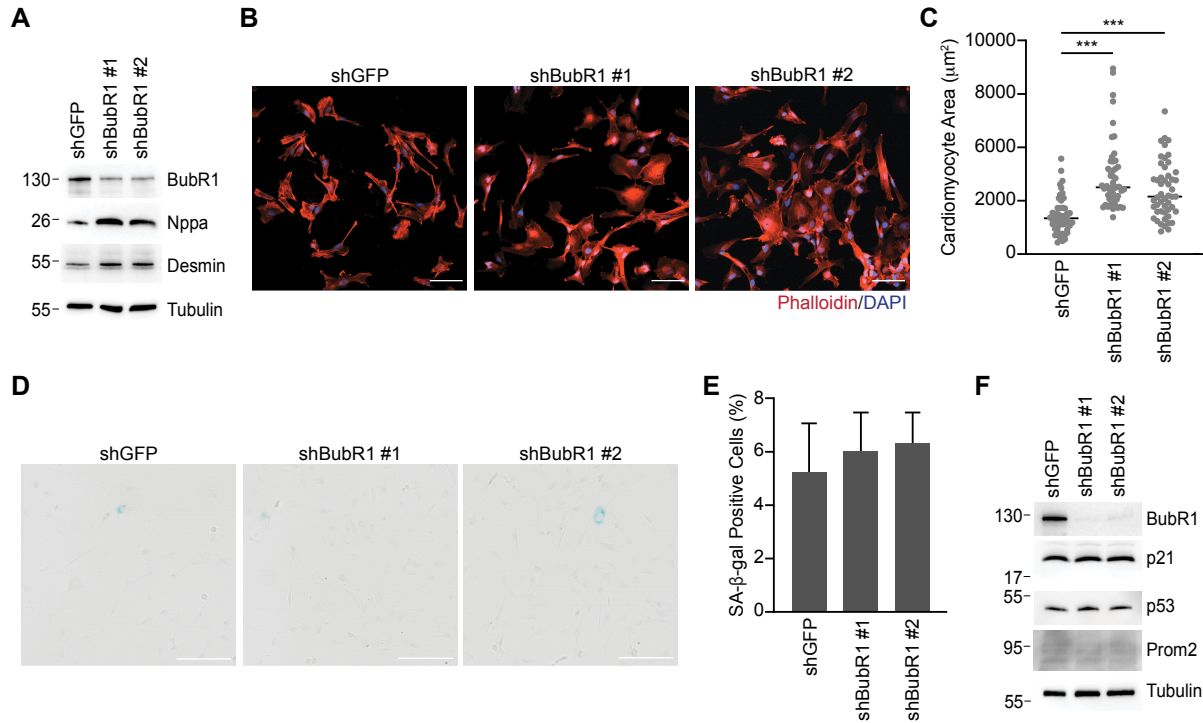

**Figure S13: Analysis of cardiac hypertrophy, cytoskeletal remodeling, and senescence markers in BubR1 depleted AC16 cardiomyocytes.** **A.** Immunoblot showing the levels of Nppa and desmin in shGFP (control) and BubR1 shRNA treated AC16 cells. **B.** Representative confocal images of Phalloidin and DAPI stained AC16 cells, Scale bar 50  $\mu\text{m}$ . **C.** Comparison of cardiomyocyte area between shGFP versus and shBubR1 AC16 cells ( $n=50$ ). **D.** Representative images of SA- $\beta$ -gal-stained AC16 cells. Scale bar, 200 $\mu\text{m}$ . **E.** Quantification of SA- $\beta$ -gal positive cells ( $n=3$ ). **F.** Immunoblot analysis showing the levels of p21, p53, and Prom2 in shBubR1 AC16 cells as compared to the control (shGFP) cells. Statistical significance was calculated by Student's *t*-test. Error bars represent mean  $\pm$  SEM. \*\*\*  $p < 0.001$ , ns = not significant.

### **Supplementary Table Legends:**

**Supplementary Table 1:** Significantly upregulated and downregulated genes in BubR1 hypomorphic hearts compared to wild-type hearts (Sheet 1). Significantly upregulated and downregulated genes in male BubR1 hypomorphic hearts compared to wild-type hearts (Sheet 2). Significantly upregulated and downregulated genes in female BubR1 hypomorphic hearts compared to wild-type hearts (Sheet 3).

**Supplementary Table 2:** Significantly upregulated and downregulated genes in young (4-month-old) and aged (22-month-old) hearts (Sheet 1). Common upregulated and downregulated genes between BubR1 hypomorphic hearts and aged mouse hearts (Sheet 2).

**Supplementary Table 3:** Significantly upregulated and downregulated genes in heart failure patient samples compared to healthy donor hearts (Sheet 1). Common upregulated and downregulated genes between BubR1 hypomorphic hearts and heart failure patient samples (Sheet 2).

**Supplementary Table 4:** Clinical details of the healthy donor individuals and heart failure patients.

## **Extended Materials and Methods**

### **DNA isolation and genotyping**

BubR1 hypomorphic heterozygotes were bred to obtain wild-type and homozygous hypomorphic mice. P15 pups were genotyped by tail clipping followed by tail lysis for DNA extraction. We incubated the tissues in 600  $\mu$ L tail lysis buffer (100 mM Tris-HCl, pH 8.0, 10 mM EDTA, 200 mM NaCl, and 1% SDS), supplemented with 60  $\mu$ g/ml of Proteinase K overnight at 55°C. The samples were incubated in 400  $\mu$ L chloroform, 0.6 M potassium acetate followed by centrifugation at 14,000 rpm for 20 minutes at 4°C. The aqueous phase was transferred to a new tube with 800  $\mu$ L of 100% ethanol. The samples were mixed and centrifuged at 14,000 rpm for 20 minutes at 4°C and ethanol was aspirated. The DNA pellet was washed with ice cold 70% ethanol and centrifuged as described above for 5 min. The ethanol was removed, and pellets were dried at 37°C for 10 minutes followed by resuspending in Milli-Q water (Purelab Ultra). Primers used for genotyping were: Forward: 5'GTAAGTCTATTTCTCCTGGATTAAGTAG; Reverse 1: 5'CATCTGTGTACCATACGTGTGTCTGG; Reverse 2: 5' ATATTGCTGAAGAGCTTGGCGGCG. PCR products for wild-type allele was 300 bp and 450 bp for hypomorphic allele. Protocol for the thermocycler (Miniamp Plus Applied Biosystems) was as follows: denaturing at 94°C for 5 minutes, 35 cycles of annealing at 60°C for 90 seconds and extension and at 72°C for 150 seconds, followed by a final extension at 72°C for 5 minutes. PCR products were run on 2.5% agarose gel and images were taken with Bio-Rad ChemiDoc XRS+ molecular imager.

### **Comparative transcriptomics analysis**

Bulk RNA seq data for the analysis of young and aged hearts is available in NCBI GEO under the accession number SRP043967. We used GSM1423595, GSM1423596, and GSM1423597 for younger hearts while GSM1423610, GSM1423611, and GSM1423612 were used for older hearts.

Bulk RNA seq data for the analysis of healthy donor and heart failure patients is available in NCBI GEO under GSE116250. We used healthy donor hearts samples from the following GEO accession numbers: GSM3219571, GSM3219567, GSM3219568, GSM3219558, GSM3219570, and GSM3219565. Heart failure samples belonged to the following GEO accession numbers: GSM3219598, GSM3219587, GSM3219600, GSM3219588, GSM3219594, and GSM3219573.

A list of significantly upregulated and downregulated genes in BubR1 hypomorphic hearts compared to wild-type hearts is provided in Supplementary Table 1. A list of significantly upregulated and downregulated genes in young versus old hearts is provided in Supplementary

Table 2 (sheet 1). A list of common upregulated and downregulated genes between BubR1 hypomorphic hearts and old hearts is provided in Supplementary Table 2 (sheet 2). A list of significantly upregulated and downregulated genes in heart failure patient samples compared to healthy donor hearts is provided in Supplementary Table 3 (sheet 1). A list of common upregulated and downregulated genes between BubR1 hypomorphic hearts and heart failure patient samples is provided in Supplementary Table 3 (sheet 2).

## **Immunoblotting**

Mice were euthanized at 16 weeks of age, and whole hearts were isolated, washed in PBS, snap-frozen in liquid nitrogen, and stored at -80°C. To extract protein, a 10 mg tissue sample from the apex of the heart was excised and homogenized using a glass homogenizer in 500  $\mu$ L of RIPA lysis buffer (150 mM NaCl, 5 mM EDTA pH 8.0, 50 mM Tris pH 8.0, 1.0% NP-40, 0.5% sodium deoxycholate, and 0.1% SDS) with Halt Protease and Phosphatase Inhibitors (Thermo Scientific, 78445). Total protein concentration was quantified using the DC Protein Assay Kit (Bio-Rad), and Laemmli buffer was added to achieve a 1X concentration. Proteins were boiled at 95°C for 10 minutes and separated on a 10% or 15% SDS-PAGE gel. The resolved proteins were transferred to a nitrocellulose membrane and blocked with 5% dry milk diluted in Tris-Buffered Saline Tween-20 (TBS-T), followed by overnight incubation with primary antibodies at 4°C. Membranes were washed three times with TBS-T and incubated with secondary antibodies for 45 minutes at room temperature. After extensive washing, ECL substrate (Millipore, WBULP) was applied according to the manufacturer's instructions, and detection was performed using the Bio-Rad ChemiDoc XRS+ molecular imager.

Primary antibodies used for immunoblotting included alpha-tubulin (Santa Cruz Biotechnology, sc-23948), p21 (Cell Signaling Technology, 64016), p53 (Cell Signaling Technology, 2524), IL-6 (Cell Signaling Technology, 12912),  $\alpha$ SMA (eBioscience, 2604946), Nppa (Proteintech, 27426-1-AP), desmin (Proteintech, CL594-16520), GAPDH (Cell Signaling Technology, 14C10), Prom2 (Biotechne, MAB2024),  $\beta$ -Galactosidase (Cell Signaling Technology, 27198), and  $\beta$ -actin (Cell Signaling Technology, 4970S). An antibody directed against BubR1 amino acids 1-350 was custom generated (Yenzyme). Secondary antibodies included anti-mouse HRP conjugated antibody (RD Systems, HAF018) and anti-rabbit IgG, HRP-linked antibody (Cell Signaling Technology, 7074).

### **Generation of BubR1 Knockdown AC16 Cells**

Vector plasmids (pTRIPZ) containing shRNA sequence against human BUB1B were purchased from Horizon. Clone ID for shBubR1 #1 was V3THS\_359184 and the shRNA sequence was ACATCTAGATCTTCTTCCG. Clone ID for shBubR1 #2 was V3THS\_359186 and the shRNA sequence was AGGCTTAGACAACCTCTGCT. Control vector contained shRNA against GFP. To produce viral shRNA containing viral particles, HEK 293T cells were seeded and transfected with 5 µg of the pTRIPZ lentiviral transfer vector, 3.5 µg of the packaging vector (psPAX2), and 1.5 µg of the envelope vector (pMD2.G) using the calcium phosphate transfection method. Virus containing media was harvested at 48 hours post transfection and filtered through 0.45 µm PES membrane. AC16 cells were transduced with virus containing media (diluted 1:1 with fresh media) in the presence of 10 µg/ml polybrene (Santa cruz technology, sc-134220). Puromycin (Thermo scientific, J67236.XF) selection was initiated 48 hours after infection and terminated once uninfected control cells died. To induce the shRNA, Doxycycline (1µg/ml) was added to the cells for at least 36 hours before collecting protein lysates. Western blot analysis was utilized to confirm BubR1 knockdown.

### **Immunoblotting analysis of cultured cells**

AC16 cells were cultured in DME/F-12 (1:1) (Cytvia, SH30023.01) supplemented with 10% Fetal Bovine Serum (FBS) (Cytvia, SH30910.03), 1% penicillin-streptomycin (Gibco, 15140-122) and incubated at 37°C in a humidified atmosphere with 5% CO<sub>2</sub>. Cells were treated with 1µg/ml Doxycycline (Thermo scientific, 446060250) for 36 hours followed by lysis in IPLS buffer (50 mM Tris-HCl, 0.5 mM EDTA, 150 mM NaCl, 0.5% NP-40, 1X HALT protease and phosphatase inhibitor cocktail) for 30 minutes on ice with agitation. Lysates were centrifuged at 13,000 rpm at 4°C for 5 min. The protein concentration was quantified with DC Protein Assay Kit. Protein concentrations were normalized and Laemmli buffer added to 1X concentration. Proteins were boiled for 10 minutes at 95°C before separation by SDS-PAGE on a 10% gel. The resolved gels were transferred to a nitrocellulose membrane, and the membranes were blocked with 5% blocking milk diluted in 1X TBS with 0.1% Tween-20, followed by incubation with primary antibody overnight at 4°C, washed, and subsequently incubated with anti-rabbit or anti-mouse HRP conjugated secondary antibodies for 45 minutes at room temperature. Membranes were washed extensively followed by addition of ECL substrate according to the manufacturer's recommendations and detection on Bio-Rad ChemiDoc XRS+ molecular imager.

Primary antibodies included BubR1(BD transduction, 612503), Nppa (Proteintech, 27426-1-AP), desmin (Proteintech, CL594-16520), Tubulin (Sigma Aldrich, T5168), p21 (Santa Cruz

Biotechnology, sc-471), p53 (Cell Signaling Technology, 2524), and Prom2 (Biotechne, MAB2024). Secondary antibodies included anti-mouse HRP conjugated antibody (RD Systems, HAF018) and anti-rabbit IgG, HRP-linked antibody (Cell Signaling Technology, 7074).

### **Hypertrophy analysis**

AC16 cells were seeded in 8-well chamber slides (Lab-Tek II Chamber Slide System, 154941). Cells were treated with 1µg/ml doxycycline for 36 hours to induce shRNA mediated knockdown of BubR1. Cells were rinsed with PBS and fixed with 4% Paraformaldehyde (Chemcruz, sc-281692) for 15 minutes at room temperature followed by three washes with PBS. Alexa Fluor-555 Phalloidin (Cell Signaling Technology, 8953), diluted 1:100 µl in 0.3% BSA in PBS, was added to the cells and incubated for 15 minutes at room temperature followed by a rinse with PBS. Slides were then mounted with mounting medium with DAPI. Images were taken with Nikon Ti-E inverted microscope with a Yokagawa Spinning Disc. Cell area was quantified by NIS-elements AR analysis software using the Bezier tool.

### **FFPE tissue preparation**

Whole hearts were placed in cold PBS immediately following dissection and were washed with PBS to remove blood. Hearts were then fixed in formalin overnight at room temperature followed by 70% ethanol wash. Formalin fixed paraffin embedded tissue (FFPE) sections were prepared with Thermo Scientific excelsior ES tissue processor in which the heart tissues were serially dehydrated in 70%, 95%, and 100% ethanol followed by three washes in xylene and wax. The FFPE blocks were cut on Leica RM 2135 rotary microtome and 8µM thick sections made.

### **Immunofluorescence on tissue sections**

Tissue sections were deparaffinized with two washes in xylene for 5 minutes followed by rehydration by serial washes twice for five minutes each with 100% ethanol, 95% ethanol, 70% ethanol, 50% ethanol. Rehydration was completed in Milli-Q water for 5 minutes followed by heat induced epitope retrieval (HIER) with Tris-EDTA buffer (10 mM Tris Base, 1 mM EDTA, 0.05% Tween 20, pH 9.0). The slides were boiled in Tris-EDTA buffer in a steamer for 30 minutes followed by a cool-down phase at room temperature for 20 minutes. Tissue sections were blocked with 3% bovine serum albumin (Fisher Bioreagents, BP1605) in PBS for 30 minutes at room temperature. Primary antibodies, diluted in 1% bovine serum albumin in PBS, were added and incubated overnight at 4°C in a humidified chamber. Slides were washed with TBS-T solution for 10 minutes three times followed by incubation with secondary antibody which was diluted in 1%

bovine serum albumin in PBS at room temperature for 1 hour in a humidified chamber protected from light. Slides were then washed three times with TBS-T for 10 minutes, followed by mounting the slides with mounting medium containing DAPI and overlaid with cover slips.

Primary antibodies used for immunofluorescence on tissue sections include p16 (Cell Signaling Technology, 29271), p15 (Cell Signaling Technology, 36303), phosphorylated-H2AX-S139 (Cell Signaling Technology, 2577),  $\alpha$ -actinin (Cell Signaling Technology, 6487T), and S100a8 (Proteintech, 15792-1-AP). Secondary antibodies included donkey anti-rabbit Alexa Fluor 488 Molecular Probes (Thermo Fisher Scientific, A-21206), and donkey anti-mouse Alexa Fluor 568 (Thermo Fisher Scientific, A10037).

### **Senescence $\beta$ -Galactosidase staining**

Senescence  $\beta$ -Galactosidase Staining Kit (Cell Signaling Technology, 9860) was used according to the manufacturer's instructions. Fresh heart tissues were embedded in OCT compound (SAKURA, 4583), frozen, and sectioned at 10  $\mu$ m thickness with a Leica RM 2135 microtome. SA- $\beta$ -gal staining was performed at 37°C for 24 hours. AC16 cells were cultured in 8-well chambered slides and treated with 1  $\mu$ g/ml doxycycline for 36 hours to induce shRNA-mediated depletion of BubR1. Senescence was then assessed following doxycycline treatment as described above for frozen heart sections. Images were acquired using bright-field microscopy (Olympus VS120 slide scanner) and analyzed with Olympus VS-ASW software. Image quantification was performed in ImageJ (National Institutes of Health). For tissue sections, the SA- $\beta$ -gal-stained area was measured and normalized to the total image area to calculate the percentage of SA- $\beta$ -gal staining. For AC16 cells, the ratio of SA- $\beta$ -gal-positive cells to the total cell count was determined.

### **WGA staining**

Tissue sections were deparaffinized with two washes in xylene for 5 minutes followed by rehydration by serial washes twice for five minutes each with 100% ethanol, 95% ethanol, 70% ethanol, 50% ethanol. Rehydration was completed in Milli-Q water for 5 minutes. A hydrophobic barrier was drawn around individual heart sections with a pap pen. For staining with WGA, a 10  $\mu$ g/ml WGA stain was added to the tissue sections and incubation was carried out for 20 minutes at room temperature in the dark (WGA Invitrogen, W11261). The WGA stain was removed, and tissue sections were washed with PBS followed by mounting the slides with mounting medium containing DAPI (Sigma-Aldrich, F6057) and overlaying with cover slips. Confocal images were acquired with Nikon Ti2 spinning disk confocal and analyzed with NIS elements AR analysis

5.02.01 64-bit software. Total area of individual cell was measured with the Bezier tool and quantified as the area of the ROI.

### **Masson's trichrome staining**

FFPE sections were deparaffinized and rehydrated as described above. We utilized the Trichrome Stain kit (Abcam, ab150686) following the manufacturer's suggested protocol for visualization of collagen deposition in the hearts. ImageJ was used to quantify the area of collagen deposits which were normalized against the entire area of the tissue section and defined as percent fibrosis.

### **Telomere length quantification**

DNA from frozen 4-month-old wild-type and BubR1 hypomorphic hearts were isolated using the Monarch Spin gDNA Extraction Kit (New England Biolabs, T3050) according to the manufacturer's protocol. Telomere length was evaluated by quantitative PCR with reverse transcription (RT-qPCR) with the relative mouse telomere length quantification qPCR assay kit (ScienCell, M8908) according to the manufacturer's protocol.

### **Striated area quantification**

To assess sarcomere organization,  $\alpha$ -actinin immunofluorescence was visualized using confocal microscopy. For each biological replicate, three random images were acquired, and the percentage of striated area was quantified. Images were processed in ImageJ (NIH) after converting the image to 8 bit and thresholding to highlight the  $\alpha$ -actinin striations. The percentage of striated area was calculated using the formula:  $(\text{Striated area} / \text{total ROI area}) \times 100$ . For each biological replicate, the mean percent striation was computed by averaging the values from three independent fields.

How the deposited data were processed for this re-analysis (not part of the article)

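Total RNA from the apex of the hearts of 12 mice aged 16 weeks, 6 wild-type and 6 BubR1 hypomorphic with 3 males and 3 females each, was sequenced on an Illumina HiSeq instrument. The authors aligned the reads to GRCm38 with HISAT2, quantified them with StringTie and compared the genotypes with DESeq2. The authors deposited log2 fold changes of hypomorphic over wild-type hearts for 12308 genes. For the same genes the authors deposited an unadjusted p-value, and for 11693 genes an adjusted p-value, with none for the other 615. The paper's text does not state the DESeq2 design formula, whether sex was a term in it, whether fold changes were shrunk, the annotation, or the versions of HISAT2, StringTie and DESeq2. The values of single hearts and the comparisons within each sex were not analysed here, apart from the part of Table S1 described below.

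The fold changes and p-values were used as deposited. The first sheet of Table S1 was compared with the deposited table over 1998 genes, and the largest difference in log2FC was 4.99e-06. The adjusted p-value the authors deposited for the gene with the lowest p corresponds to an adjustment over 13615 tests, more than the 12308 genes listed. Adjusted p-values were therefore also recomputed with the Benjamini-Hochberg method over the 12308 listed genes. Genes were called with the paper's threshold, an absolute log2FC above 0.5 and an unadjusted p under 0.05. Locations, GC content and the length of the longest transcript came from GENCODE M21, the annotation of the genome build the authors used. Symbols absent from it were matched through RefSeq synonyms, and 12263 genes (99.6%) had a GC content and a length. The overlaps with other annotated genes that the text names are not a full list.

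Each log2FC was centred on the median log2FC of the 200 genes nearest in the ranks of GC content and length. On simulated fold changes for 12103 genes with a built-in trend, centring lowered Spearman's rho with GC content from 0.724 to 0.0408. The Benjamini-Hochberg step recovered 100% of 200 simulated changed genes, whose changes were set far above the simulated noise. That recovery was therefore certain beforehand and says nothing about smaller changes. For each gene, the absolute log2FC was divided by the normal deviate z that its p-value corresponds to. This ratio equals the standard error where both come from one Wald test. Gene lists were compared with 10000 random lists of the same size. Marker lists were matched on deciles of that ratio, since mean expression was not at hand, and ribosomal protein genes on GC content and length. Fisher's exact tests, exact binomial tests and a permutation test with 100000 resamples were two-sided. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9 were used.

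Tests on single hearts that had been planned, including exact permutation tests, fits within each sex, the interaction of genotype and sex, and fits that leave out a heart, need values for single hearts and were not run. No standard deviation and no number of hearts accompanies a fold change for the same reason, and the depth of each library is unknown. The genes named are those the paper names from these RNA-seq data, Bub1b, and the 5 with the largest log2FC in each direction among those with an adjusted p under 0.05. The rule set before the data were examined also asked that the values of the genotypes not overlap in either sex, a condition that could not be applied. The stricter fold change of 1 was chosen before the data were examined. The adjusted p-values, the centring and the removal of genes with an absolute log2FC near 0.81 were chosen after. GO, KEGG and SenMayo gene sets were not used here.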

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

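The test of transcript length, the test of intestinal markers and the simulated limits were planned before their results were seen. The comparison of spread with error, the comparison with the sheets for each sex and the test of the ceiling in the comparison of both sexes were chosen after the pattern was seen. The ranges within each sex were already known when the simulations were planned, and the dispersions were chosen while they were run.

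Among the genes listed in the authors' deposited table, 173 had a p under 1e-10, and 162 of these had an absolute log2FC between 0.80 and 0.82, 64 higher and 98 lower in BubR1 hypomorphic hearts. They drew attention because the paper does not report this range and because they make up 45.5% of the 356 genes with an adjusted p under 0.05. Their absolute log2FC ran from 0.805 to 0.814. The SD of these values was 0.0241 of the median ratio of log2FC to z, but the genes were picked for their narrow range, so this comparison cannot separate a numerical feature of the fit from measured effects.

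A candidate explanation is that the fold changes were shrunk toward 0 by a normal prior while the p-values came from the unshrunken fit. Under such a prior, the ratio of log2FC to z cannot pass the prior's SD divided by 2 when the likelihood is close to normal. In the deposited table the maximum of the ratio was 1.04 times the value that 10% of genes exceeded, a sharp ceiling at 0.784, with 1654 genes at 0.75 or more. In the listed rows of Table S1, which are the paper's values, the value that 0.1% of genes exceeded was 1.06 times the value that 10% exceeded in males and 1.23 times in females, so the ceiling was not sharp in females. A negative binomial model with all 2000 reads of a gene in 1 library was then fitted with a prior SD of 2 times the ratio that 0.1% of genes exceeded. With 6 libraries against 6 and a dispersion of 12, the simulated log2FC was 0.815, just above the observed range of 0.805 to 0.814. It was 0.977 with a dispersion of 10, so the closeness depends on a dispersion that the recorded test had not fixed. With 3 against 3 and the prior SD of males, it was 1.099 at a dispersion of 10 and 0.916 at 12, against a range of 1.09 to 1.25 for the 22 genes that Table S1 lists for males. With the prior SD of females, it was 0.574 at 10 and 0.478 at 12, both above the range of 0.376 to 0.422 for 20 genes in females. Shrinkage may explain the ceiling in the comparison of both sexes, but the model in this form missed the female values. The prior SD of females was set from a ceiling that was not sharp, so this miss does not exclude shrinkage there.

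Of the 64 genes in this range that were higher, 22 were among the listed rows of Table S1 for males only, 21 for females only, 0 for both and 21 for neither, while 406 of 611 other genes past the paper's threshold that were listed for at least 1 sex were listed for both (Fisher's exact test, two-sided, p = 6.67e-20). For the 43 genes that were listed, this is consistent with signal from the hearts of 1 sex. Of the 612 other genes that were higher, 1 was listed for neither sex, and the 98 genes that were lower were not covered by this test. The listed rows hold only the highest fold changes of each sex, and in females Cplx2, at 6.74, stood far above the others. Cplx2 was singled out after its values were seen.

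The genes in this range had longer transcripts, with a median of 4188.5 bases against 2113 for the other genes past the threshold. A permutation test of the difference in mean log2 length gave p = 2e-05, the smallest that 100000 resamples can give. The median of all genes was 3056 bases, so part of this contrast lies in the short transcripts of the other genes past the threshold. Length may play a part. RNA of intestinal epithelium in wild-type libraries was weighed because several genes that were lower are known from that tissue. Of 10 other intestinal marker genes in the table, 7 were lower (exact binomial test, two-sided, p = 0.344), which leaves this open. A biological difference between the genotypes cannot be told apart from these explanations.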

How the results depend on the processing

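No paired analysis was possible because the deposited columns hold the comparison of the genotypes and carry no replicate numbers. For the same reason, the alternatives set before the data were examined that need values for single hearts were not run. These were another pseudocount, filters on low values, other scalings, eBayes without a trend, another count test or size factor, no term for sex, a replicate block, and leaving out each heart. The fits within each sex, the interaction, the calls shared between the sexes and the marker sets per heart, with their alternatives, were not run. The count of other splits of the hearts was not run either.

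An absolute log2FC above 1 in place of 0.5 was the 1 alternative set before the data were examined that was run. It left 166 genes higher and 74 lower, against 676 and 396. Of the genes listed in common with aged hearts, 37 of 187 higher and 16 of 64 lower passed it. Of those in common with heart failure, 26 of 103 higher and 1 of 27 lower passed it, the last being Palld.

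The other alternatives were chosen after seeing the data. With the authors' adjusted p under 0.05, 168 genes were higher and 170 lower, a share of 49.7% higher against 63.1% at the unadjusted p. Adjustment over the listed genes gave 170 higher and 170 lower. In the lists shared with aged hearts, 34 genes higher and 28 lower had an adjusted p under 0.05 by the authors, and 36 and 28 by the recomputed values. In the lists shared with heart failure, both adjustments gave 30 higher and 7 lower. With the recomputed adjustment and the genes near 0.81 left out, 106 genes were higher and 72 lower, a share of 59.6% higher, against 67.3% without those genes at the unadjusted p. The genes near 0.81 thus account for part of the fall in that share, and the cause of the rest was not tested. In the lists shared with aged hearts this left 32 higher and 7 lower, and in those shared with heart failure 24 and 5.

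Without the genes with an absolute log2FC near 0.81, 612 genes were higher and 298 lower, and 43 of the 64 genes shared as lower with aged hearts were left. Centring on genes of similar GC content and length, with the p-values kept as deposited, gave 538 higher and 348 lower. These counts moved by less than 1.5 times. For the shared lists, centring was counted by sign and the deposited p alone, which could hardly change, so those counts show no stability. Among the 29 genes the paper names and Bub1b, 9 lost their call under each adjustment, 5 under the stricter fold change and 1, Igfbp7, under centring. Centring alone could change a direction, and it changed none of theirs. The depth behind each value is unknown, so what depth limits could not be examined.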

Differences from the paper's values

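The paper's folds were read by eye from bar plots whose error bars are SEM, and they are compared with 2 to the power of the deposited log2FC. For Thbs4 the paper's fold is about 22 in Fig. 2A, read by eye, against 1.58 from the authors' deposited table. For Col18a1 it is about 3.1 in Fig. 4B against 1.76 from the authors' deposited table, and for Lgals3 about 4.0 in Fig. 4C against 2.36 from the authors' deposited table. For Palld the paper's value is about 0.09 in Fig. S1D, against 0.255 from the authors' deposited table. For Kcna6 it is about 0.024 in Fig. S1F, against 0.364 from the authors' deposited table. No alternative set before the data were examined changes these folds, so none closed the gap. With shrinkage by a normal prior undone, a calculation chosen after seeing the values, the folds of Col18a1, Lgals3 and Palld were 2.59, 3.21 and 0.125, each within 1.5 times the paper's, while those of Thbs4 and Kcna6 were 1.68 and 0.339 and were not. The calculation used the smaller of the standard errors that each ratio of log2FC to z allows, so it does not exclude shrinkage for Thbs4 and Kcna6.

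The paper describes Thbs4 as significantly higher, while its unadjusted p in the authors' deposited table was 0.171. The paper's bar plots mark Col18a1, Lgals3 and Acta2 as significant by Student's test, while their unadjusted p-values in the authors' deposited table were 0.276, 0.0675 and 0.156.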

Other observations

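The tests below of GC content, length, ribosomal protein genes, marker lists and the first test around Bub1b were planned before their results were seen. The tests around Bub1b without the genes near 0.81 or without Jmjd7 and Ivd and the comparisons of the bar plots were chosen after. The idea of linked genome arose on seeing Jmjd7 and Ivd among the genes that were lower, Tnni2 and Bmp10 were known to be higher before the marker lists were tested, and the minimum of 4 genes for a marker list was set after the neutrophil list was seen.

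Fold changes rose with the GC content of the longest transcript (Spearman's rho 0.323 across genes) and fell with its length (rho -0.205). Among 11358 protein-coding genes the rho values were 0.336 and -0.201, and among genes with a ratio of log2FC to z under 0.5 they were 0.452 and -0.241. Genes are not independent replicates, so no p-value is given. A difference in library preparation or RNA quality between the genotypes may produce such trends, as may a change in genes that share these features, and with no values for single hearts these cannot be told apart. Centring brought the rho with GC content to -0.0137, after which 517 of the 676 higher genes and 328 of the 396 lower genes still had a centred log2FC past 0.5. The p-values were kept as deposited, so what GC content and length contribute to them was not examined.

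The 78 ribosomal protein genes had a median log2FC of 0.32, and 0.23 after centring. Their median stood above 100% of 10000 random lists matched on GC content and length, so these features alone are not a likely explanation. Other technical explanations, such as reads shared with pseudogenes, were not tested, and no biological reading is offered.

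Of 11 fast skeletal muscle genes, 6 were in the table, and 5 of them were higher. Their median log2FC, 1.21, stood above 100% of random lists, and without Tnni2, which the paper names, the median of 0.93 stood above 99.95%. After centring these medians were 1.06 and 0.91. Skeletal muscle RNA in the hypomorphic libraries and higher expression of these genes in the heart could each give this, and they cannot be told apart here. Of 8 atrial genes, 5 were in the table, and 3 of them were higher. Their median log2FC was 0.23, above 85.5% of random lists, and 0.03 after centring. The list was not clearly shifted, but with so few genes the test leaves atrial tissue open as a source of the higher Nppa. The paper states that the tissue was taken from the apex. Only 2 neutrophil genes other than S100a8 and S100a9 were in the table, and their median stood above 50.0% of lists, which leaves neutrophils open as a source of S100a8.

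The 8 fibroblast marker genes had a median log2FC of -0.40, above 1.1% of random lists, and -0.32 after centring, and 3 of them were higher, Col1a1, Col1a2 and Postn. The list as a whole was thus not shifted up. Its markers went both ways, so the test leaves more fibroblast RNA open as an explanation for the fibrosis genes in Fig. 4. The 5 erythroid genes were all lower, with a median log2FC of -1.08, above 0% of random lists, and -1.29 after centring. These genes gave no sign of more erythroid RNA in hypomorphic libraries, and they do not cover neutrophils.

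Genome linked to the hypomorphic alleles could hold variants that change the measured level of genes near Bub1b. Within 20 Mb of Bub1b, 3.93% of genes had an adjusted p under 0.05, against 2.87% elsewhere (Fisher's exact test, two-sided, p = 0.317). With the genes near 0.81 not counted as calls, the share elsewhere was 1.53% and p was 0.0104, with 0.00645 within 10 Mb and 0.0297 within 40 Mb. These counts include Jmjd7 and Ivd, which prompted the test. Without Jmjd7 and Ivd, 3.08% of genes within 20 Mb were called, and p was 0.840 with all calls and 0.0924 with the genes near 0.81 not counted. The latter p was 0.0633 within 10 Mb and 0.114 within 40 Mb. Leaving out Jmjd7 and Ivd takes calls from the region near Bub1b alone, so these tests leave linked genome open. Jmjd7, the gene with the lowest log2FC, lies on chromosome 2 at 120027483, close to Bub1b.

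Of the 17 genes plotted as folds of wild-type in Fig. 2 to 4 and Fig. S1, 16 had a fold farther from 1 in the plots, which are the paper's values, than in the authors' deposited table (exact binomial test, two-sided, p = 0.000275). With the shrinkage undone that each gene's ratio of log2FC to z and the prior SD of 1.53 correspond to, 15 of the 17 were still farther from 1 in the plots (p = 0.00235 by the same exact test). The fold was then 1.68 for Thbs4 and 0.339 for Kcna6. Under a normal prior, a ratio below its ceiling fits both a smaller and a larger standard error, and the smaller was used. The calculation therefore leaves open whether shrinkage of this kind accounts for the gaps of these genes. A different measure of abundance in the plots was not tested.

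The genes that mark sex were near the median of all genes. Relative to the median log2FC of -0.07, Xist was at -0.10, Ddx3y at -0.07 and Eif2s3y at -0.19. Of all listed genes, 54.7% had an unadjusted p above 0.5.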
